# Protamine expression in somatic cells condenses chromatin and disrupts transcription without altering DNA methylation

**DOI:** 10.1186/s13072-025-00633-2

**Published:** 2025-10-04

**Authors:** Deepika Puri, Alexandra Bott, Monica Varona Baranda, Esra Dursun Torlak, Gina Esther Merges, Hubert Schorle, Wolfgang Wagner

**Keywords:** Protamine, DNA methylation, Nuclear condensation, PRM1, PRM2, Transcription

## Abstract

**Background:**

Protamines play a crucial role in nuclear condensation during spermiogenesis, a process associated with significant chromatin remodeling and replacement of histones. While much research has focused on the function of protamines in sperm development and fertility, their effects in non-sperm cells remain largely unexplored. Protamines are increasingly used in the clinical setting, and understanding better, the role of protamines in somatic cells remains a critical unmet need.

**Results:**

In this study, we investigated the impact of overexpressing murine and human protamine 1 and 2 (PRM1 and PRM2) on nuclear architecture, histone eviction, DNA methylation, and transcription in HEK293T cells and mesenchymal stromal cells (MSCs). Overexpression of protamines resulted in nuclear condensation; particularly PRM1 showed notable enrichment in nucleoli, and cells exhibited cell cycle abnormalities. Immunofluorescence staining indicated a significant reduction in specific histone modifications (H3K9me3, H3K4me1, and H3K27Ac) in response to protamine expression, especially in MSCs. Interestingly, despite these changes in nuclear organization, the methylome remained largely stable. However, expression of protamines significantly diminished transcription, particularly of the ribosomal genes, upon PRM1 expression.

**Conclusions:**

Our studies indicate that PRM1 and PRM2 may bind to and condense distinct genomic regions in somatic cells, resulting in widespread silencing of gene expression, while retaining a largely stable DNA methylome.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-025-00633-2.

## Introduction

Protamines are nucleoproteins that facilitate the higher-order compaction of sperm chromatin to protect the genetic integrity of the paternal genome [1–3]. Spermatids of all mammals express protamine 1 (PRM1), whereas rodents and primates additionally express protamine 2 (PRM2) [1], with their expression ratio being important for fertility [2]. Protamines participate in a cascade of events during spermiogenesis that result in histone replacement, a sharp decline in transcription, and nuclear condensation [2]. The chromatin structure is severely altered by the binding of protamines, predominantly to the major groove, neutralizing the phosphodiester backbone charge [1]. *PRM2* is transcribed as a precursor; the N-terminal region of the translated PRM2 is cleaved during spermiogenesis, and the mature PRM2 associates with the condensing DNA [4]. During sperm development, protamines replace most histones, and this histone-to-protamine transition involves the replacement of somatic histones with testis-specific variants and the incorporation of transition proteins, followed by protamines [5, 6]. Notably, a portion of histones and their modifications are retained and are thought to contribute to transmitting epigenetic memory from the sperm to the embryo [7, 8].

The histone code is intertwined with the DNA methylation pattern [9, 10], and there is crosstalk between the two in development as well as diseases [11, 12]. Therefore, the histone-protamine transition may alter the methylome, but this has so far not been investigated. Analysis of global DNA methylation levels with either enzyme-linked immunosorbent assay or immunofluorescence analysis of 5-methylcytosine suggested that protamine deficiency in sperm is associated with increased global DNA methylation [13, 14]. Furthermore, sperm from patients with protamine deficiency showed higher DNA methylation at six of seven tested imprinted control genes [15], but it remains unclear if protamines contribute directly to this change in DNA methylation. Additionally, as protamination leads to condensation of sperm DNA up to six times more than during a mitotic cycle, access to the transcriptional machinery is severely impaired, resulting in near-complete silencing of transcription in sperm [16].

While the nuclear compaction during spermiogenesis has been well studied, there is little understanding of the effect of protamine expression in somatic cells. Previous studies have shown partial condensation of sheep fibroblast nuclei upon overexpression of hPRM1; condensation of HEK293T nuclei upon overexpression of mPRM2, and reduced proliferation of HeLa cells upon protamine overexpression [17–19]. Investigating the role of protamines in somatic cells is crucial, especially as protamines are increasingly used as adjuvants for mRNA vaccines with applications in nanopharmaceuticals [20, 21], and as stabilizers for transfection [22]. To bridge this gap, we have comprehensively analyzed the effect of overexpressing human or murine PRM1 and PRM2 in different cell types. Our results shed light on the effect of protamine overexpression on transcription, histone modifications, and DNA methylation in somatic cells and emphasize the distinct function of these proteins in chromatin condensation.

## Experimental procedures

### Cell culture

The HEK293T cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM), high glucose, supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin at 37 °C in a humidified atmosphere with 5% CO2. MSCs were isolated from human bone-marrow samples of patients undergoing orthopaedic surgery after written and informed consent (ethics approval EK300/13). The cells were cultured in DMEM, low-glucose, supplemented with pooled human platelet lysate (10%), L-glutamine (2 mM), penicillin–streptomycin (100 U ml^− 1^) and heparin (5 IU ml^− 1^) at 37 °C and 5% CO2. Mouse embryonic fibroblasts (MEFs) were prepared from WT 129s2/Sv mice as described before [1], and cultured in DMEM containing Glutamax, 4.5 g/l D-Glucose, and Pyruvate, 10% FBS, 1x essential amino acids, 1x non-essential amino acids, 1x L-Glutamine, 50 µg/ml Penicillin/Streptomycin. The cell culture media were changed every 2–3 days, and the cells were passaged when the monolayer reached a confluency of 80–90%.

### Plasmids and transfection of cells

The plasmids pcDNA3.1-EGFP, pcDNA3.1-EGFP-hPRM1 and pcDNA-3.1-EGFP-hPRM2 were purchased from Genescript. The pEGFP-N3-mPrm2 plasmid was generated as described before [2]. pEGFP-N3-mPrm1 plasmid was constructed using the pEGFP_N3 (Clontech (#6080-1)) plasmid and *Prm1* amplified from C57Bl/6J mouse testis cDNA in the same manner and provided by the Schorle lab. The following overhang primers were used: Prm1_EcoRI_fwd (AAAAG AATTC ATGGC CAGAT ACCGAT G); Prm1_BamHI_rev (TTTTG GATCC GTATTT TTTAC ACCTT ATGGT G). Both human and mouse protamine 2 constructs express full length transcripts.

HEK293T cells were transfected with the plasmids, using the TransIT-LT1 transfection reagent (Mirus Bio). Three days post-transfection, HEK293T cells were sorted, and live, high EGFP-positive cells were used for further experiments. MSCs were transfected by electroporation using the NEON Transfection System using optimized protocols. 24 h post-transfection, cells were selected with geneticin at 800 µg/ml for 4 days. MEFs after passage 3 were transfected on 6-well plates at a confluency of approximately 50% in antibiotic-free MEF medium. The FUGENE HD Transfection reagent (Promega) was used according to the manufacturer’s instructions. Each well was transfected with 4 µg of plasmid. Cells were harvested 48 h after transfection.

### Antibody staining and nuclear area measurement

Cells were fixed with 4% paraformaldehyde (PFA) for 20 min and permeabilized with PBS containing 1% w/v BSA and 0.1% v/v Triton X-100 (Bio-Rad) for 30 min, followed by overnight incubation at 4 °C with primary antibodies, as mentioned in (Supplemental Table 2). Secondary antibody (Supplemental Table 2) staining was done at room temperature (RT) for 1 h. Samples were then counterstained with DAPI (10 ng/mL) for 15 min at RT in the dark. The coverslips were then mounted on glass slides using mounting medium (DAKO) and samples were imaged using a Zeiss Axio Observer fluorescence microscope using 40x or 63x objective as described before [23]. FIJI [24] was used for the quantification of the nuclear area. Violin plots visualized the distribution of measured nuclear area values, and statistical significance was tested using the Mann-Whitney U test. The intensity of the histone modification staining was measured using FIJI using the mean integrated density measurements of the region of interest (ROI) identified based on DAPI staining. Statistical significance between conditions was tested using the Mann-Whitney U test. For imaging of mitotic chromosomes, HEK293T cells were seeded on coverslips 24 h post transfection, without sorting, grown overnight and stained with DAPI the next day.

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was isolated from HEK293T cells using the NucleoSpin RNA Plus Kit (Macherey-Nagel), quantified with a NanoDrop ND-2000 spectrophotometer (Thermo Scientific), and converted into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The cDNA was amplified using Semi-quantitative reverse-transcriptase PCR (RT-qPCR) using Power SYBR Green PCR Master Mix (Applied Biosystems) in a StepOnePlus machine (Applied Biosystems, Waltham) using primers described in (Supplemental Table 1) to target the human *PRM1* and *PRM2* genes and the mouse *Prm1* and *Prm2* genes. *GAPDH* was used as an internal control. The relative expression of the protamine samples was normalized to the relative expression of the empty vector samples to display the fold change.

### Apoptosis assay

Three days after transfection, HEK293T cells were collected and stained with Alexa Fluor 647 Annexin V solution and 5 µl of a 20 µg/ml DAPI solution following standard protocols and analyzed with the BD FACS Canto II. Stacked bar plots were generated to visualize the distribution across the four categories, and statistical significance between conditions was tested using Welch’s t-test.

### Cell cycle analysis

Three days after transfection, approximately 500,000 HEK293T cells per condition were stained with 1 µg/ml DAPI solution and transferred to FACS tubes. After 15 min of incubation, the cells were analyzed by flow cytometry with the BD FACS Canto II. Gates for the cell cycle phases were set on the DAPI histogram for each population. The cell cycle phases were analyzed in the high EGFP-positive population. Stacked bar plots were generated to visualize the distribution across the cell cycle phases, and statistical significance between conditions was tested using Welch’s t-test.

### DNA methylation analysis

DNA methylation profiles were analyzed in HEK293T cells transfected with empty vector, hPRM1, or hPRM2 using the Illumina Methylation EPIC v2.0 BeadChip. DNA from three replicate samples for each condition was isolated using the NucleoSpin Tissue kit (Macherey Nagel), and microarray analysis was performed at Life and Brain (Bonn, Germany). The R packages minfi (v.1.48.0) [25], SeSAMe (V 1.20.0) [26], limma [27], and missMethyl [28] were used for data import, preprocessing, quality control, and analysis, respectively. A multidimensional scaling (MDS) plot was created to visualize the overall similarity of methylation profiles across the different samples for the top 10,000 most variable CpG sites. Scatterplots of the mean beta values of the two conditions were created to visualize differentially methylated CpG sites (at least 20% difference of mean methylation).

### Transcriptomic analysis

Total RNA from HEK293T cells transfected with empty vector, hPRM1 and hPRM2, was isolated using the NucleoSpin RNA Plus kit. mRNA sequencing (mRNA-seq) with 3′-end enrichment was then performed using the QuantSeq 3′ mRNA Library Prep Kit (Lexogen) and sequenced on a NovaSeq 6000 platform. The mRNA-seq data was processed using the nf-core/rnaseq pipeline [29]. The pipeline involved quality control with FastQC, adapter trimming using Cutadapt, pseudoalignment of reads to the annotated reference genome using STAR [30], and production of a gene expression matrix using Salmon [31]. Further normalization and analysis of the data was performed in R. Briefly, expression matrices were uploaded to R and mitochondrial genes were removed. Normalization is a crucial step to identify biologically meaningful differentially expressed genes. For this purpose, DESeq [32] is used, that assumes equal read counts to determine differential expression based on negative binomial distribution. Since there is a disbalance in the number of total reads obtained from the protamine expressing samples, compared to the empty vector, normalization was performed by total number of reads per sample to obtain biologically meaningful results, as described in [33, 34]. In short, we opted to normalize the samples by library size, computing reads per kilo base of transcript per million mapped reads (RPKM) for each transcript. To obtain the RPKM of each gene, the read count of each gene was divided by the total count of reads per sample divided by a million, obtaining the RPM of reads per million that serves as a normalization for sequencing depth. Finally, RPM is divided by the length of the gene, in kilobases, obtaining RPKM. Differentially expressed genes were computed using a t-test with p-values ≤ 0.05 adjusted by FDR. The “Counts Biotypes” tool was used to classify and quantify the reads based on the gene biotype annotations (e.g. protein-coding, pseudogene, lincRNA, etc.), by counting the number of reads that overlap with annotated gene features.

## Results

### Protamine expression leads to nuclear condensation

HEK293T cells were transfected with plasmids that express human and murine protamines as fusion proteins with enhanced green fluorescent protein (EGFP; Figure S1a, b), and EGFP high-expressing cells were sorted for further analysis. In addition to individual protamine-expressing constructs, HEK293T cells were also transfected with hPRM1and hPRM2 together. The expression of protamines was confirmed at the transcript level (Figure S1c). Whereas localization of EGFP in controls was nuclear as well as cytoplasmic, the human PRM1/PRM2-EGFP fusion proteins and the murine Prm1/Prm2-EGFP fusion proteins exclusively localized to the nucleus (Fig. 1a). The EGFP signal was also detected on mitotic chromosomes of dividing cells, suggesting chromosomal incorporation (Figure S1d). Notably, the nuclear signal was not evenly distributed, but enriched in small nuclear areas that might correspond to nucleoli, especially for hPRM1 (Figure S1b, e and f). Interestingly, while human and mouse PRM2 is cleaved at the N terminus after binding to DNA during spermiogenesis [18], the signal from the N terminal EGFP in hPRM2 transfected cells remains localized to the nucleus after transfection, indicating that in somatic cells, the transfected hPRM2 may not get cleaved. Furthermore, protamine-expressing cells had significantly smaller nuclear areas compared to empty vector-transfected cells, suggesting nuclear condensation. Expression of hPRM1, hPRM2, hPRM1 + hPRM2, mPrm1, and mPrm2 fusion proteins resulted in a reduction of mean nuclear area by 28.88%, 29.62%, 29.31%, 22.22%, and 31.11%, respectively (Fig. 1b). Surprisingly, cotransfection of hPRM1 and hPRM2 did not result in a cumulatively greater reduction in nuclear size. When we transfected human mesenchymal stromal cells (MSCs) with hPRM1 and hPRM2, we observed the same significant reduction in mean nuclear size (22.72% and 34.71%, respectively; Fig. 1c, d). The speckled nucleolar localization, especially for PRM1, was also observed in MSCs (Fig. 1c). Furthermore, similar nuclear changes were observed in mouse embryonic fibroblasts (MEFS; Figure S1f), demonstrating that expression of protamines results in nuclear condensation in somatic cells. Previous studies have shown that GFP-tagged mPRM2 can bind to and condense chromatin in HEK293T cells [18], and our analysis extends these findings to both human and mouse protamines in multiple cell lines. To prevent interspecies bias, and because HEK293T cells exhibited high transfection efficiency, further analysis was limited to HEK293T cells using hPRM1 and hPRM2 constructs.

**Fig. 1:**
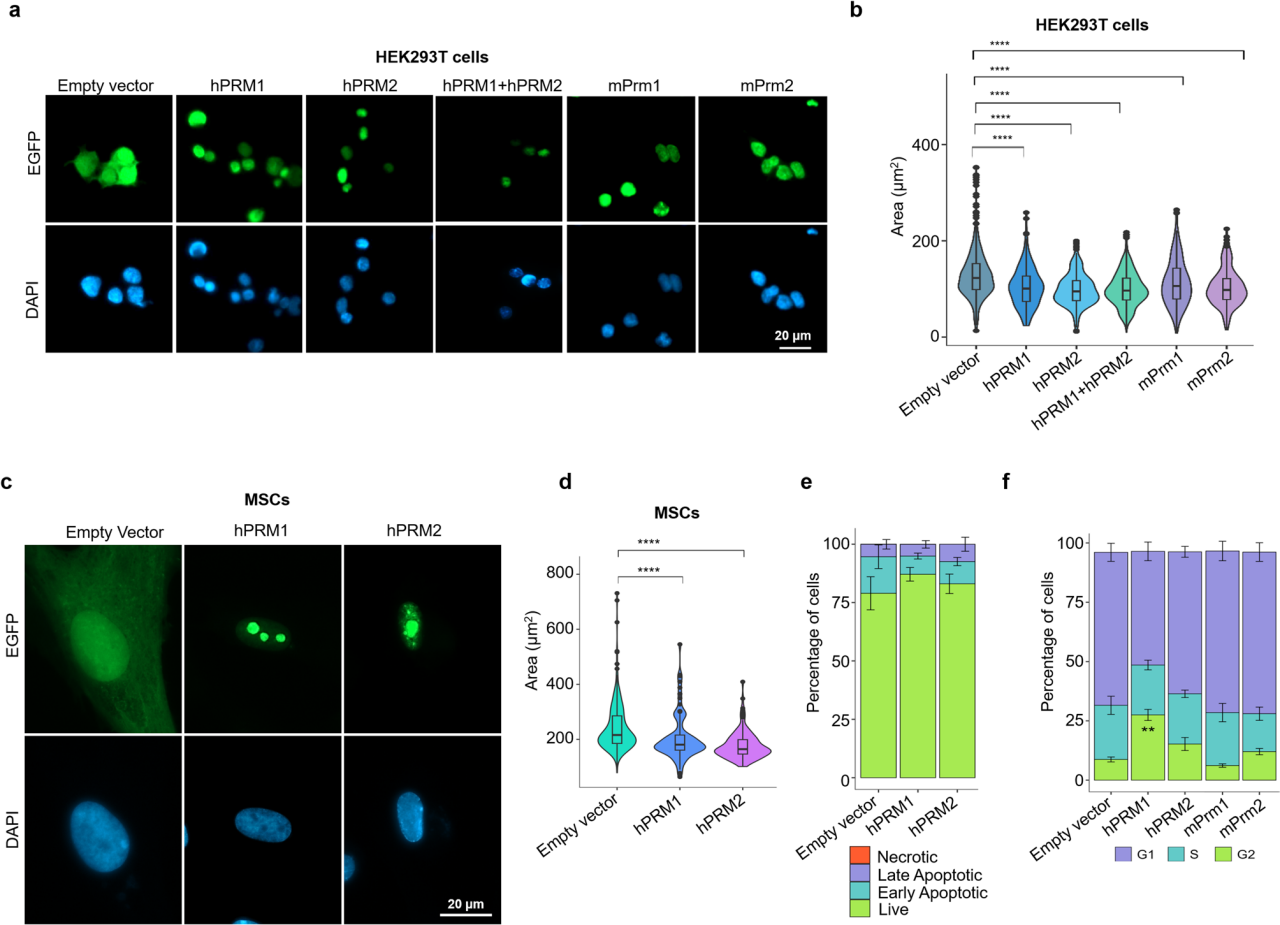
Protamine overexpression leads to nuclear condensation in somatic cells. **(a)** Fluorescence microscopy analysis of HEK293T cells upon overexpression of protamine-EGFP fusion proteins or EGFP-control (nuclei are counterstained with DAPI). **(b)** Nuclear area measurements in transfected cells. Violin plots indicate nuclear area (*n* = 3). P-values were calculated using Welch’s t-test (****: *p* ≤ 0.00001). **(c)** Fluorescence microscopy analysis of control and transfected MSCs counterstained with DAPI. **(d)** Nuclear area measurements of MSCs transfected with empty vector or human protamine plasmids, in analogy to (b). **(e)** Apoptosis analysis of control and transfected HEK293T cells (*n* = 3; error bars indicate the standard deviation). Welch’s t-tests did not reveal significant differences. **(f)** Cell cycle analysis by flow cytometry of control HEK293T and cells transfected with human and murine protamines (*n* = 3; error bars indicate the standard deviation). Significance was estimated with Welch’s t-test adjusted for multiple comparisons using the Benjamini-Hochberg method (**: *p* ≤ 0.001)

As nuclear condensation and nuclear membrane destabilization are characteristics of apoptosis [35], we performed Annexin PI staining. No significant differences were observed between the protamine and control conditions when comparing percentages of viable, early apoptotic, late apoptotic, and necrotic cells (Fig. 1e), indicating that the nuclear condensation hardly resulted in apoptosis within 3 days of culture. The effects of protamine expression in HEK293T cells on cell cycle were further characterized by DAPI staining in flow cytometry. We observed a 2.6-fold higher percentage of cells in the G2/M phase and a 1.81-fold lower percentage of cells in the G1 phase in cells expressing hPRM1 compared to empty vector cells. This effect was less in hPRM2-expressing cells and not seen in murine Prm1 or Prm2-expressing cells (Fig. 1f).

### Protamine expression diminishes histone modifications

Sperm protamination is associated with the near-complete eviction of histones during spermiogenesis [7]. To determine whether the nuclear condensation caused by protamine overexpression resulted in a displacement of histones, we quantified histone H3 along with histone modifications. Western blot analysis of global histone levels, H3K9me3, and H3K36me3 did not reveal obvious changes (Figure S2a). However, immunofluorescence staining showed a clear reduction of the H3K9me3 mark in HEK293T cells expressing hPRM1 and hPRM2 (Fig. 2a, b). Overexpression of hPRM1 in MSCs also showed a reduction in histone modification H3K9me3 (Fig. 2c, d). Furthermore, in MSCs, hPRM1 and hPRM2 expression resulted also in a marked reduction of H3K4me1 and H3K27Ac staining (Figure S2b, c). To determine whether the apparent reduction in the histone modification signal is an effect of reduced accessibility of the antibody to the modification because of nuclear condensation, we performed immunofluorescence staining with a pan-histone H3 antibody. H3 staining remained unchanged upon hPRM1 or hPRM2 transfection (Figure S2d). These results indicate that while histones still persist, the nuclear localization of specific histone marks clearly diminishes upon protamine overexpression.

**Fig. 2:**
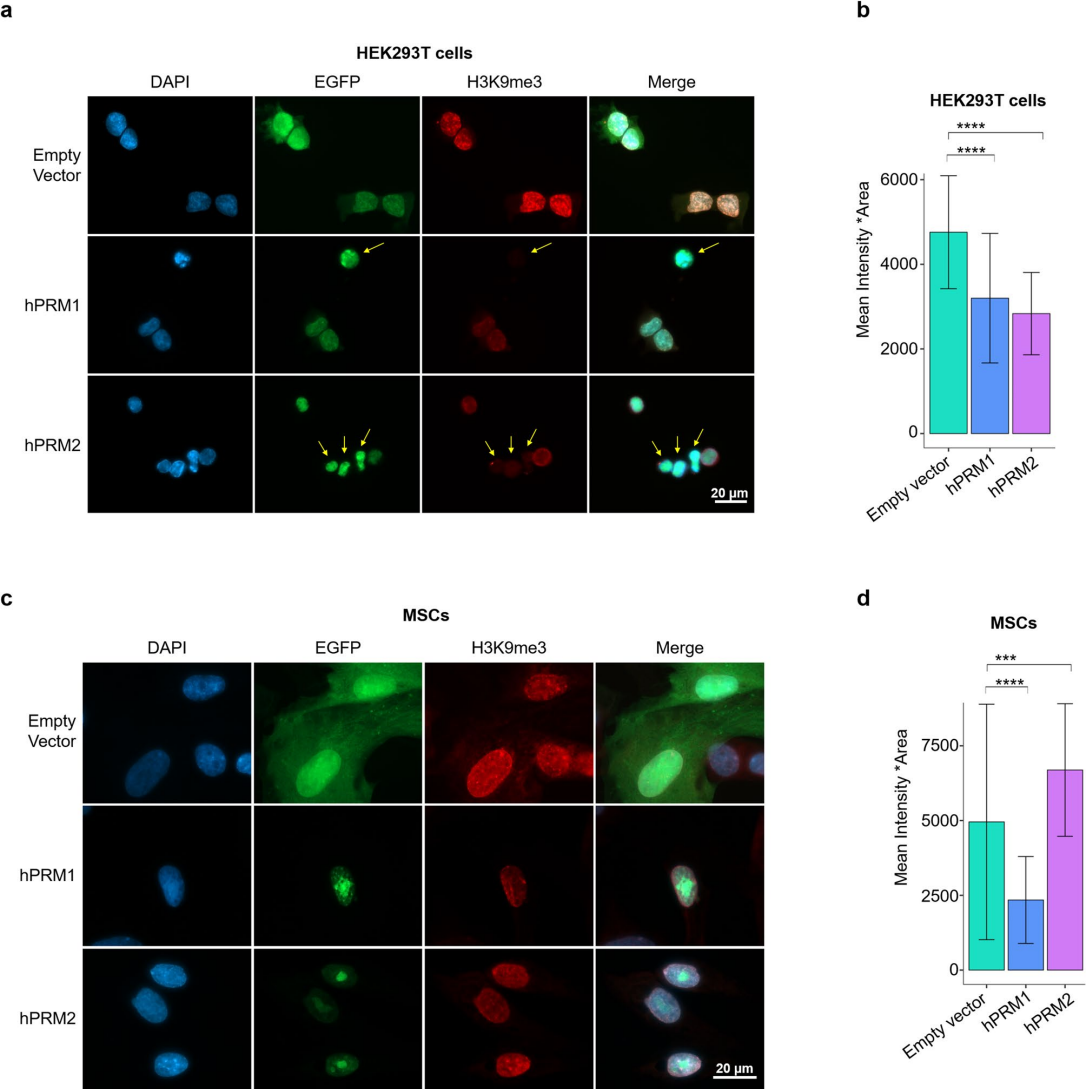
Protamine overexpression leads to displacement of histone modifications. **(a)** Fluorescence microscopy analysis of HEK293T cells transfected with control, hPRM1, or hPRM2 plasmids, and stained for H3K9me3 and DAPI. **(b)** H3K9me3 intensity measurement of HEK293T cells (*n* = 3; mean intensity and standard deviation are indicated). P-values were calculated using Welch’s t-test (****: *p* ≤ 0.00001, ***: *p* ≤ 0.0001). **c**,** d)** Fluorescence microscopy analysis and H3K9me3 intensity measurement in MSCs, in analogy to (a and b)

### Protamine expression does not significantly affect DNA methylation

The nuclear condensation and partial histone displacement prompted us to investigate whether protamine expression also leads to changes in DNA methylation, as these epigenetic mechanisms are closely related [9, 11]. In fact, DNA methylation changes are very dynamic, occurring already within short timespans, as evidenced by the drastic DNA methylation changes in early development [36]. We therefore performed Illumina BeadChip analysis to determine DNA methylation profiles in controls and protamine-expressing HEK293T cells (*n* = 3). Principal component analysis (PCA) indicated that hPRM1-expressing cells had heterogeneous DNA methylation patterns and clustered a bit apart from the controls and hPRM2-expressing samples (Figure S3a). Notably, despite the clear nuclear condensation and histone modification changes, none of the CG dinucleotides (CpGs) revealed significant differential methylation (limma adjusted P-value < 0.05). For orientation, we focused on the non-significant CpGs that showed at least 20% mean differential methylation. For hPRM1, 617 CpGs were hypermethylated and 416 CpGs were hypomethylated; for hPRM2, 38 CpGs were hypermethylated and 32 were hypomethylated (Fig. 3a, b). There was a moderate overlap between differential DNA methylation of hPRM1 and hPRM2, which might also be due to the same empty vector controls utilized in both experiments (Fig. 3c). Overall, nuclear condensation caused by protamine expression hardly resulted in reproducible changes in DNA methylation.

**Fig. 3:**
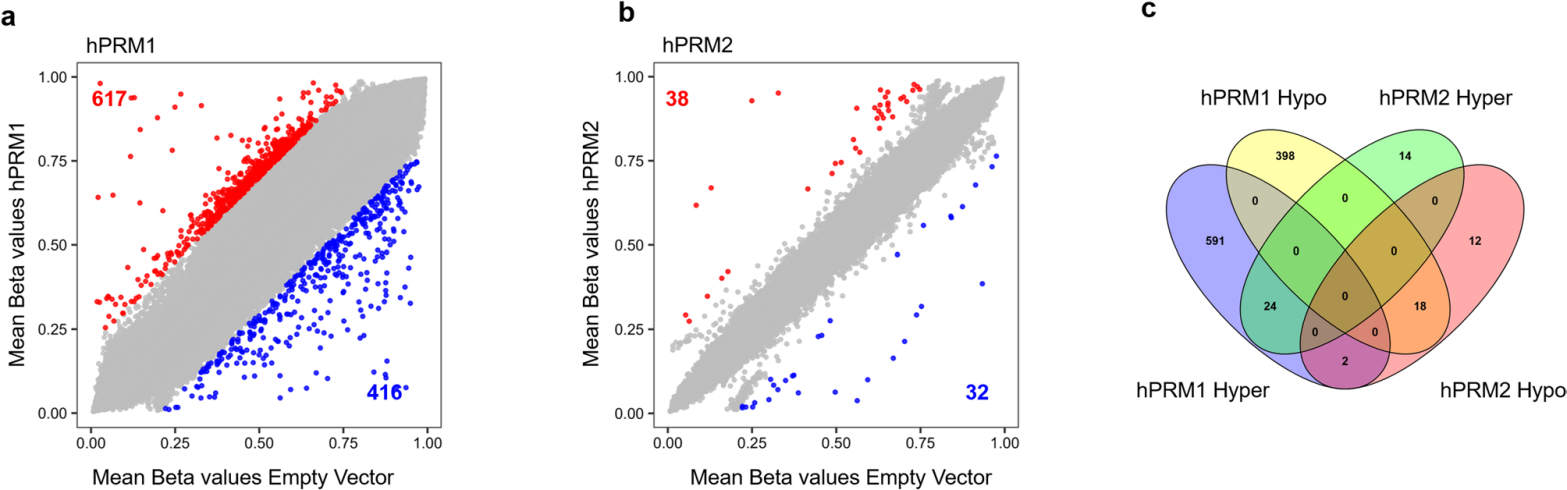
DNA methylome remains stable upon protamine overexpression. **(a-b)** DNA methylation analysis of cells overexpressing hPRM1 (a) or hPRM2 (b). Mean beta values, highlighting hypermethylated (red) and hypomethylated (blue) CpG sites (DiffMean cutoff = 0.2) are depicted, but none of the CpGs reached statistical significance. **c)** Venn diagram depicting overlap of the differentially methylated CpGs upon overexpression of either hPRM1 or hPRM2

### Protamine expression severely impairs transcription

During spermiogenesis, protamination is associated with an extensive reduction in transcription [37]; however, whether protamines directly cause transcriptional changes in somatic cells has not been explored. We performed RNA-seq analysis of HEK293T cells expressing either hPRM1 or hPRM2, and found overall extensively reduced transcript levels in cells expressing protamines (Fig. 4a). 

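The paper states that the RNA came from transfected HEK293T cells, a human embryonic kidney line, sorted 3 days later for high EGFP signal. The plasmid coded for EGFP alone (empty vector) or for EGFP fused to hPRM1 or hPRM2. For the libraries labelled hPRM1 this origin is not settled by the values. PRM1 was listed at 0 there, and genes that mark HEK293T cells had a median log2 fold change of -4.98 against the empty vector. Each of the 3 conditions had 3 libraries, numbered as replicates 1 to 3. The libraries were made with a kit that enriches the 3′ ends of polyadenylated transcripts. According to the paper, the reads were processed with the nf-core/rnaseq pipeline (FastQC, Cutadapt, STAR and Salmon), mitochondrial genes were removed, and the count of each gene was divided by the reads of the library and by the gene length in kilobases. The authors deposited the resulting RPKM values for 57338 genes, of which 33786 were at 0 in all 9 libraries. The text names neither the genome build nor the annotation, and genes are listed by Ensembl identifier.
RPKM values hold no read totals, so the reads counted on genes were estimated from the spacing of low values, in which 1 read is the smallest step, with gene lengths from GENCODE 29. The estimates were 7930000, 8550000 and 10790000 reads for the empty vector, 5860000, 4210000 and 5230000 reads for the libraries labelled hPRM1, and 2650000, 1270000 and 1610000 reads for hPRM2. The hPRM2 values therefore rest on the fewest reads and have the largest counting error. Each protamine was compared with the empty vector on log2(RPKM + 1) with limma, over genes with an RPKM of at least 1 in at least 3 of the 6 libraries. Fold changes on this scale understate the change of genes with low values. Differentially expressed genes had an adjusted p-value of at most 0.05 (Benjamini-Hochberg) and a fold change of at least 2, which are the thresholds of Fig. 4d, e. The pseudocount, the filter on low values and the scaling of the libraries are the choices that can change these numbers. The libraries labelled hPRM1 carry library numbers of another series than the other 6 libraries, so library batch and condition cannot be told apart for them.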

As expected, hPRM1 and hPRM2 were not expressed in non-transfected HEK293T cells. 

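PRM1 (ENSG00000175646) lies on chromosome 16 of GRCh38 from 11280836 to 11281350 in GENCODE 29, and PRM2 (ENSG00000122304) on the same chromosome from 11275639 to 11276480. Both genes were listed at 0 RPKM in each of the 3 empty vector libraries, which served as controls here, since libraries of non-transfected cells were not analysed. A value of 0 allows up to 3 reads, which is at most 0.378 CPM (RPKM without the gene length) in these libraries. PRM2 reached 71224, 60050 and 36130 RPKM in hPRM2 replicates 1, 2 and 3, with a mean of 55801.5 ± 17928.6 RPKM (SD, n = 3). All 3 values lay above the controls (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). PRM1 was listed at 0 RPKM in all 3 libraries labelled hPRM1, which allows at most 0.712 CPM at their depths, and PRM2 was listed at 0 there as well. The paper reports protamine transcripts in transfected HEK293T cells by qRT-PCR (Figure S1c), with primers that target the human PRM1 and PRM2 genes (Table S1). Whether the 3′ end of the plasmid transcript, where these libraries are read, lies in the annotated PRM1 gene was not analysed here. Because their protamine transcript was not detected, these libraries are named by their label throughout, and every direction given for hPRM1 rests on that label.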

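The reads counted on genes, which are only part of all sequenced reads, were estimated at 9090000 ± 1500000 per library for the empty vector (SD, n = 3). The mean was 5100000 ± 830000 (SD, n = 3) for the libraries labelled hPRM1 and 1840000 ± 720000 (SD, n = 3) for hPRM2. No library of either protamine group reached the lowest empty vector library (two-sided exact permutation test, p = 0.1 for each group, the smallest possible with 3 against 3).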

While an average of 23.4 million reads were obtained from control samples, only 10 million and 15.2 million reads were obtained from hPRM1 and hPRM2-expressing samples, respectively. Particularly, exonic reads decreased in hPRM2-expressing cells, while hPRM1-expressing cells exhibited similar percentages compared to empty vector transfection (Fig. 4b). Furthermore, hPRM2-expressing cells exhibited a higher representation of novel splice junctions and a reduction of known splice junctions compared to empty vector and hPRM1 (Fig. 4c). This indicates that while overexpression of either hPRM1 or hPRM2 results in impaired transcription, there may be protamine-specific effects on the transcriptome.

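Genes with an RPKM above 0 numbered 15884, 16705 and 14724 in empty vector replicates 1, 2 and 3, a mean of 15771 ± 995 (SD, n = 3). The libraries labelled hPRM1, in which PRM1 was listed at 0, had 15655, 15314 and 15116 such genes, a mean of 15361.7 ± 273 (SD, n = 3), which lay within the spread of the controls (exact permutation test, two-sided, p = 0.6). Without empty vector replicate 2, this difference changed sign and was 57.7 genes. With a minimum of 1 RPKM, the mean was 13443 ± 585 genes in the empty vector and 10259 ± 352 genes in the libraries labelled hPRM1 (SD, n = 3 each), and the groups did not overlap (exact permutation test, two-sided, p = 0.1). hPRM2 replicates 1, 2 and 3 had 9652, 14353 and 15633 genes above 0, a mean of 13212.7 ± 3149 (SD, n = 3). The groups overlapped (exact permutation test, two-sided, p = 0.2), and with 3 libraries against 3 this test cannot show that they are alike. The number of genes above 0 can also fall with fewer reads, and no count at equal reads was made. The difference from the empty vector was -2558 genes with all 3 replicates and -778.0 genes without hPRM2 replicate 1. From the lower number of reads in both protamine groups, together with the exonic reads and splice junctions of Fig. 4b, c, the paper concludes that overexpression of either protamine impairs transcription and proposes that some effects are specific to each protamine.

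**Figure D1:**
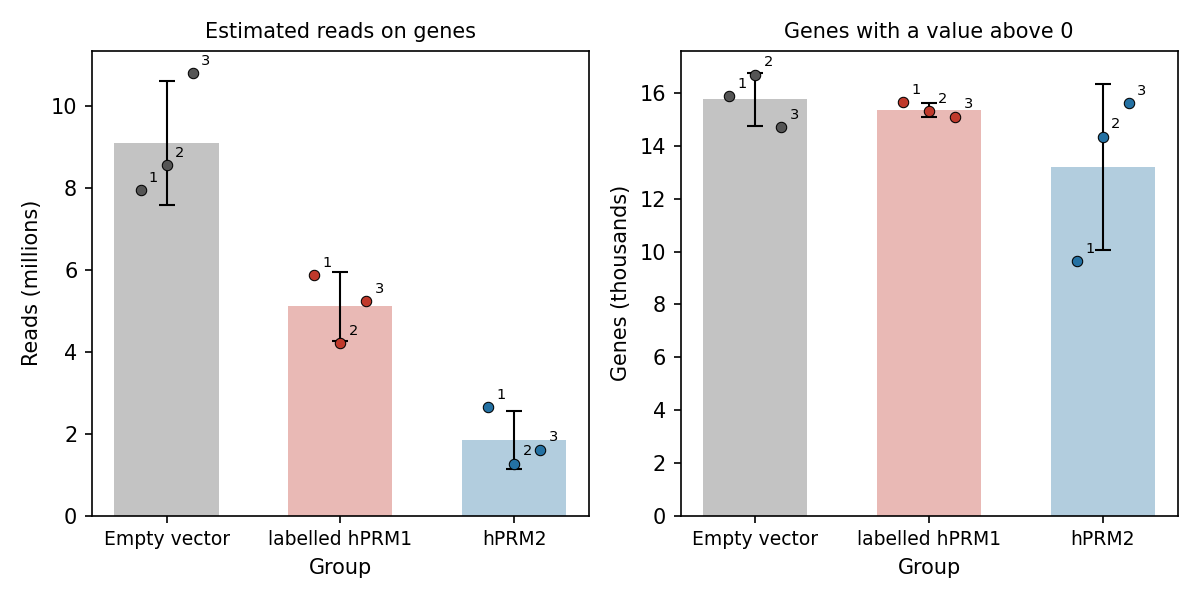
Estimated reads on genes (left panel, from 0) and genes with an RPKM above 0 (right panel, from 0) for the empty vector, the libraries labelled hPRM1 and hPRM2; bars are means of 3 libraries, error bars are SDs, and each numbered point is a replicate. hPRM2 replicate 1 has the most reads of its group and the fewest genes, 9652.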

**Fig. 4:**
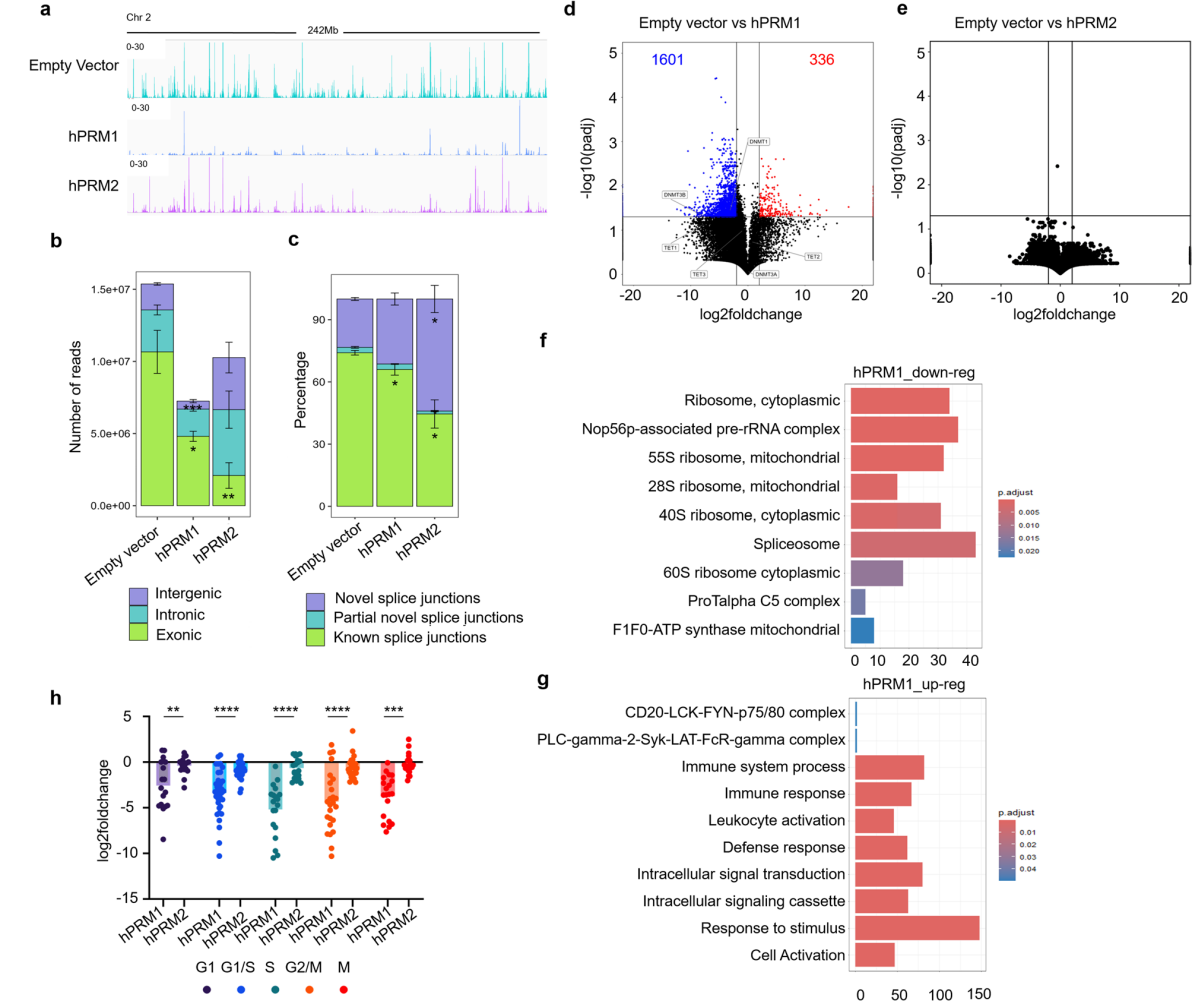
Protamine overexpression leads to severely impaired transcription. **a**) IGV tracks representing normalized transcription in control and transfected cells in a representative genomic region. **(b)** Number and genomic origin of reads obtained by RNAseq in control and hPRM1 and hPRM2 transfected cells classified by Qualimap. (*n* = 3; mean and standard deviation are indicated) **(c)** Splice junctions classified by RSeQC (*n* = 3; mean and standard deviation are indicated). **(d-e)** Volcano plots showing differential gene expression upon overexpression of hPRM1 (**d**) and hPRM2 (**e**) compared to the empty vector controls. Significance thresholds (*p*≤ 0.05 and ≥ 2-fold change) are indicated by the dotted lines. Expression levels of genes coding for DNA-methylating and demethylating proteins are indicated. **(f-g)** Gene ontology analysis of downregulated (f) and upregulated (g) genes in hPRM1-expressing HEK293T cells. The X-axis represents the number of genes in each functional classification. **h)** Gene expression analysis of cell cycle genes in hPRM1 and hPRM2-expressing cells. The Y axis indicates log2fold change compared to the empty vector. Cell cycle genes are divided by the associated cell cycle phase, detailed in Supplemental Table 3. Significance was tested with the Welch’s t-test (**: *p* ≤ 0.001, ***: *p* ≤ 0.0001, ***: *p* ≤ 0.00001).

Due to the significantly lower overall level of transcription, the standard pipelines to determine differentially expressed genes (DEGs) may result in a normalization bias [33, 38]. We therefore performed DEG analysis after additional normalization by total number of reads per sample. 

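In the deposited RPKM values, which follow the total reads, the median log2 fold change of all 13588 tested genes was -1.72 between the libraries labelled hPRM1 and the empty vector. HBA2, a haemoglobin gene, took 32.2%, 30.2% and 34.1% of the estimated reads in these 3 libraries, and so less of the total was left to other genes. Rescaling the libraries by the median of ratios moved the median to 0.06, and quantile normalization moved it to -0.30. The share of lower genes among the differentially expressed genes was 82.9% in the deposited scaling, 46.9% after the median of ratios and 55.8% after quantile normalization. For hPRM2, the median over 13126 tested genes was -0.72 as deposited, -0.26 after the median of ratios and -0.16 after quantile normalization. The non-coding gene BCYRN1 took 1.02%, 13.0% and 10.7% of the estimated reads in hPRM2 replicates 1, 2 and 3, against 0.942% to 1.30% in the empty vector. Higher genes made up 49.9% of the hPRM2 calls as deposited and 72.8% after the median of ratios, and after quantile normalization 342 genes were higher and 70 lower. Changes given for single genes and gene groups are differences from the empty vector in the deposited scaling and are not corrected for these medians.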

Interestingly, we were only able to obtain DEGs for hPRM1 overexpression, which resulted in 336 genes upregulated and 1601 genes downregulated, including DNA methyltransferase 1 and 3B (DNMT1 and DNMT3B) and ten-eleven translocation methylcytosine dioxygenase 1 (TET1). In contrast, no significant differential expression was detected in hPRM2-expressing cells. 

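In the libraries labelled hPRM1, in which PRM1 was listed at 0, 8491 of the tested genes were lower than in the empty vector and 1750 were higher (limma, adjusted p at most 0.05 and a fold change of at least 2). The 3 libraries of each group did not overlap for 10133 of these 10241 genes (98.9%), which were selected for a difference. Over all tested genes the share was 80.8%, whereas chance gives 10% with 3 libraries against 3. That share is in the deposited scaling, in which the median gene was shifted by -1.72. The per-gene test named in the methods gave 1856 lower and 380 higher genes, and median-of-ratios rescaling with limma gave 3731 lower and 4227 higher genes. DNMT1 (ENSG00000130816, chromosome 19 of GRCh38, 10133345 to 10231286) had 1646 ± 152 RPKM in the empty vector and 191 ± 42.4 RPKM in the libraries labelled hPRM1 (SD, n = 3 each). Its log2 fold change was -3.12 (standard error 0.20, limma adjusted p = 1.82e-05), and -0.94 after median-of-ratios rescaling, which is below a 2-fold change. DNMT3B (ENSG00000088305, chromosome 20, 32762385 to 32809356) had 5.05 ± 0.684 RPKM in the empty vector. It was above 0 only in replicate 3 of the libraries labelled hPRM1, at 0.101 RPKM, with a log2 fold change of -2.54 (standard error 0.20, limma adjusted p = 4.05e-05), and -0.99 with a pseudocount of 5, which is below a 2-fold change. TET1 (ENSG00000138336, chromosome 10, 68560656 to 68694482) had 16.8 ± 3.57 RPKM in the empty vector and 0.0751 ± 0.0262 RPKM in the libraries labelled hPRM1 (SD, n = 3 each), a log2 fold change of -4.03 (standard error 0.23, limma adjusted p = 1.29e-05). The other genes labelled in Fig. 4d were not called. DNMT3A changed by 0.17 and TET2 by 0.63 on the log2 scale, with limma adjusted p-values of 0.710 and 0.0737, and TET3 changed by -0.47 with an adjusted p of 0.0564. After median-of-ratios rescaling, DNMT3A and TET2 were called higher, at 1.77 and 2.31, as they were after quantile normalization, at 1.60 and 2.11. None of these values tells an effect of hPRM1 apart from another origin of the RNA.
The largest falls among genes with a symbol were in BCYRN1 (log2 fold change -14.32), RNU11 (-12.14), RNU6ATAC (-11.69), U2 (-10.60) and RPL22L1 (-9.66). RNU11 and RNU6ATAC were listed at 0 in all 3 libraries labelled hPRM1. The largest rises were in HBB, HBA2, HBA1, TYROBP and RNU4-62P, of which HBB, TYROBP and RNU4-62P were listed at 0 in all empty vector libraries. HBB reached 818731.5 ± 65851 RPKM, HBA2 1221883.1 ± 74654 RPKM and HBA1 146093.3 ± 28976 RPKM in the libraries labelled hPRM1 (SD, n = 3 each). HBA1 and HBA2 are near-identical, and U2, RNU4-62P and BCYRN1 have many copies, so reads could be split between copies. The limma adjusted p-values of these 10 genes lay between 9.38e-09 and 0.000432.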

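With limma, 180 genes were lower and 179 were higher in hPRM2 than in the empty vector, of 13126 tested. With the per-gene test named in the methods, 0 genes passed in either direction, while 2642 genes had an unadjusted p-value under 0.05. The groups were apart for all 359 called genes, which were selected for a difference. Over the tested genes they were apart for 35.9%, against 10% by chance. Without hPRM2 replicate 1, 1577 genes were lower and 680 higher. Without hPRM2 replicate 2, 5 were lower and 5 higher, and without hPRM2 replicate 3, 10 were lower and 5 higher. When an empty vector library was left out, no gene was lower and between 15 and 41 were higher, with 1455 to 1618 genes at an unadjusted p under 0.05. PRM2 itself had the largest rise, with a log2 fold change of 15.71 (standard error 0.33, limma adjusted p = 6.04e-06). It was followed by the 5S rRNA gene RNA5S9 and the 5S pseudogenes RNA5SP530, RNA5SP452 and RNA5SP202, which were listed at 0 in all empty vector libraries. Their mean was 29338.4 ± 18476 RPKM for RNA5SP530, 3862 ± 2940 RPKM for RNA5SP452, 1786 ± 1540 RPKM for RNA5S9 and 1258 ± 1356 RPKM for RNA5SP202 (SD, n = 3 each), and their near-identical sequences could share reads. These genes are short, so that few reads give a high RPKM: with the lowest value of the 5S gene RNA5S12 taken as 1 read, RNA5S9 had 0.50, 5.50 and 10.0 reads in hPRM2 replicates 1, 2 and 3, and RNA5SP202 had 0.5, 7.01 and 3.00. RNA5SP452 had 2.5, 14.5 and 17.5 reads and RNA5SP530 had 45.3, 112 and 115 reads in these replicates. The largest falls were in SNORA44, SNORD83B, SNORA24, MTATP8P1 and RN7SL689P, all listed at 0 in the 3 hPRM2 libraries and between 34.5 and 322 RPKM on average in the empty vector. A value of 0 allows up to 1.13, 2.36 and 1.87 CPM in hPRM2 replicates 1, 2 and 3, against at most 0.378 CPM in the empty vector. The reads of these genes were not estimated, so a fall cannot be told apart from the lower depth of hPRM2. The limma adjusted p-values of the 9 genes other than PRM2 lay between 0.000387 and 0.0475. MTATP8P1 lost its call in 8 of 11 alternatives (adjusted p from 0.0596 to 0.133). RNA5S9 and RNA5SP202 lost theirs when empty vector replicate 1, 2 or 3 was left out (from 0.0627 to 0.113), and SNORD83B, SNORA24 and RN7SL689P lost theirs without hPRM2 replicate 2 or 3 (from 0.0537 to 0.0798). DNMT1 changed by -0.64, DNMT3B by -1.60 and TET1 by -1.67 on the log2 scale in hPRM2, and none of these changes passed the threshold (limma adjusted p = 0.212, 0.166 and 0.116). TET1 passed without hPRM2 replicate 1 (-1.55, adjusted p = 0.0496) and in a fit of all 9 libraries (adjusted p = 0.0234), in which DNMT3B passed as well (adjusted p = 0.0461).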

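Over 14901 genes, the median standard deviation of log2(RPKM + 1) between replicates was 0.910 in hPRM2, 0.372 in the empty vector and 0.272 in the libraries labelled hPRM1. The spread in hPRM2 was 2.45 times that of the empty vector. Without hPRM2 replicate 1 the ratio was 1.16, but this sets 2 libraries against 3, and a median standard deviation over 2 runs lower. Over pairs of libraries, the median standard deviation was 0.431 for hPRM2 replicates 2 and 3, against 0.232 to 0.322 in the empty vector. For the pairs with hPRM2 replicate 1 it was 0.868 and 0.842. The mean correlation across genes between replicates (Pearson's r, in which genes are not independent replicates) was 0.746 in hPRM2, 0.906 in the empty vector and 0.940 in the libraries labelled hPRM1. Within hPRM2, r was 0.862 between replicates 2 and 3, 0.673 between replicates 1 and 2 and 0.703 between replicates 1 and 3. On the plot of the principal components of all 9 libraries, component 1 held 58.8% and component 2 held 15.6% of the variance.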

(Fig. 4d, e), which may in part result from the high variability between the replicates of hPRM2-expressing cells (Figure S3b), or a more random binding of hPRM2 to accessible chromatin.

Gene ontology analysis of downregulated genes upon hPRM1 overexpression showed significant enrichment of ribosomal, nucleolar, and splicing-related transcripts, which seem to preferentially include nucleolar transcripts (Fig. 4f). This is in line with previous reports and our own data indicating nucleolar localization of hPRM1 [17]. In contrast, upregulated genes were rather enriched in immune response and signaling pathway-related transcripts (Fig. 4g).

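Gene lists for these functions were written before the values were seen, and each list was tested as a group against the other genes with camera (preset correlation of 0.01, Benjamini-Hochberg over 10 lists). In the libraries labelled hPRM1, in which PRM1 was listed at 0, the 79 tested cytosolic ribosomal protein genes had a median log2 fold change of -3.32 (adjusted p = 1.35e-08). Of these, 73 were called lower over all genes tested, and 73 when adjusted over the list alone. All 78 mitochondrial ribosomal protein genes were called lower (78 adjusted over the list alone), with a median of -3.87 (adjusted p = 1.35e-08). The 130 genes of nucleolar and pre-rRNA processing proteins had a median of -3.02 (adjusted p = 5.87e-07), and 122 were called lower (122 adjusted over the list alone). The 128 spliceosome genes had a median of -2.55 (adjusted p = 9.26e-06), and 113 were called lower (113 adjusted over the list alone). The 18 genes of the F1F0-ATP synthase had a median of -4.23 (adjusted p = 0.000194), and all 18 were called lower (18 adjusted over the list alone). These medians compare with -1.72 over all tested genes. With a correlation estimated from the data, only the mitochondrial ribosomal protein list of these 5 kept an adjusted p under 0.05 (0.00939), and with fry, which tests whether a list changes at all, all 5 passed. Across the alternatives tried, the medians of the cytosolic ribosomal protein genes lay between -3.40 and -1.14 and those of the spliceosome genes between -2.73 and -0.48. Genes that mark HEK293T cells had a median of -4.98 in these libraries. The falls of the lists therefore do not tell an effect of hPRM1 apart from another origin of the RNA. For hPRM2, the cytosolic ribosomal protein list (median 0.24, adjusted p = 7.65e-11) and the ATP synthase list (median 0.28, adjusted p = 0.000705) were above the other genes with camera, and neither call held with an estimated correlation or with fry.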

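The 200 tested genes of the immune response list had a median log2 fold change of 3.44 in the libraries labelled hPRM1, in which PRM1 was listed at 0 (camera, adjusted p = 9.29e-73). Of these, 185 were called higher over all genes tested, 185 when adjusted over the list alone, and 3 were called lower. All 7 genes of the immune signalling complex list were called higher (7 adjusted over the list alone), with a median of 3.54 (adjusted p = 1.49e-07). Both lists kept an adjusted p under 0.05 with an estimated correlation (0.00757 and 0.0270) and with fry. The median of the immune response list stayed between 1.87 and 5.76 across the alternatives tried. In these libraries, S100A8, S100A9 and LYZ, which are abundant in white blood cells, had between 786 and 1091, between 1503 and 1989 and between 321 and 622 RPKM, against at most 1.91 RPKM in the empty vector. An effect of hPRM1 on the list therefore cannot be told apart from RNA of blood cells. For hPRM2, 62 genes of the immune response list were tested, with a median of -0.56 (adjusted p = 0.512). Compared directly, the list was higher in the libraries labelled hPRM1 than in hPRM2, with a median of 3.60 (camera, adjusted p = 8.18e-49).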

Subsequently, we analyzed differential expression of cell cycle genes (KEGG pathway/ cell cycle/human) in hPRM1 and hPRM2-expressing cells. 

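The paper's Supplemental Table 3 lists 123 cell cycle genes by phase, of which 113 passed the filter for the libraries labelled hPRM1 and 115 for hPRM2. Each phase was tested with fry, which asks whether the genes of a list change together, and the p-values were adjusted over the 5 phases and all genes. In the libraries labelled hPRM1, in which PRM1 was listed at 0, the median log2 fold change of the 113 genes was -3.39 (adjusted p = 1.31e-06). Of these genes, 95 were called lower with limma and 3 higher, and the counts were 95 and 3 when adjusted over the list alone. Another origin of the RNA in these libraries cannot be told apart from an effect of hPRM1 on these genes. In hPRM2, the median of the 115 genes was -0.78 (fry, adjusted p = 0.00692), and 0 genes were called in either direction, also when adjusted over the list alone. With camera, which tests a list against the other genes, the hPRM2 list did not pass (adjusted p = 0.214), whereas the hPRM1 list did (adjusted p = 0.000582). The difference between the libraries labelled hPRM1 and hPRM2 was tested directly and was a median of -2.35 over 109 genes (fry, adjusted p = 4.43e-05). CDKN2A, CDK1, CCNA2, CDC25A and ESPL1 have the largest absolute hPRM1 values of their phases in that table. Their log2 fold changes in the libraries labelled hPRM1 were -7.91, -7.81, -5.18, -6.04 and -2.94, all with limma adjusted p-values of at most 6.93e-05. In hPRM2 they were 0.39, -3.14, -0.48, -1.38 and -0.99, and none of the 5 passed the threshold (limma adjusted p from 0.0652 to 0.628). CDK1 and CDC25A passed without hPRM2 replicate 1 (-3.76 and -1.78, adjusted p = 0.0218 and 0.0340), and CDK1 passed in a fit of all 9 libraries (adjusted p = 0.0173).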

While modest changes in cell cycle genes were seen upon hPRM2 overexpression, we observed a consistent reduction in cell cycle gene expression in hPRM1-expressing cells. This is particularly observed for S and G2 phase-associated genes (Fig. 4h, Supplemental Table 3), which is consistent with our cell cycle analysis.

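By phase, the median log2 fold change in the libraries labelled hPRM1, in which PRM1 was listed at 0, was -2.49 for G1, -2.74 for G1-S, -3.85 for S, -4.01 for G2 and -2.73 for M genes (fry, adjusted p at most 1.40e-05 for each). The 44 S and G2 genes fell further than the other 69 cell cycle genes, with a difference of -1.14 between the medians (two-sided permutation test of the phase labels across genes, 100000 permutations, p = 0.00975). Genes are not independent replicates in this test. Genes that mark HEK293T cells had a median of -4.98 in these libraries, and 18 genes of neutrophils and monocytes had a median of 7.66. The larger fall of the S and G2 genes therefore does not tell an effect of hPRM1 apart from another origin of the RNA. The difference was -0.67 with a pseudocount of 5 (p = 0.0605), and between -1.10 and -0.99 when an empty vector library was left out (permutation p from 0.0637 to 0.0835), for which fewer genes passed the filter. In hPRM2, the medians were -0.38 for G1, -0.98 for G1-S, -1.09 for S, -1.01 for G2 and -0.44 for M genes, and the G1 genes did not pass (fry, adjusted p = 0.107). The other 4 phases passed with fry, but none did with camera (adjusted p from 0.214 to 0.907). None passed with the replicate number as a block either (fry, adjusted p from 0.0612 to 0.0744). After median-of-ratios rescaling the median of the M genes was 0.0442. The S and G2 genes of hPRM2 differed from the others by -0.33 (permutation test, p = 0.0699).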

## Discussion

Our study demonstrates that overexpression of protamines in somatic cells results in a partial condensation of nuclei with disruption of transcription, while the methylome remains largely unaffected. Furthermore, PRM1 and PRM2 seem to have distinct effects on gene expression.

During spermiogenesis, protamines replace most histones while retaining histones and their modifications at developmentally important genomic locations [8, 39]. Although we did not observe complete histone replacement upon expression of hPRM1 or hPRM2 in HEK293T or MSCs, it should be noted that the incorporation into chromatin and histone replacement during spermiogenesis is a part of a multistep cascade that begins with hyperacetylation of sperm-specific histones, incorporation of histone variants, nucleosome disassembly, DNA binding with transition proteins (TNPs) and finally replacement of the TNPs by protamines, each step sequentially facilitating nuclear compaction and transcription cessation [40]. Iuso et al. generated H2B-GFP cells followed by transfection with Prm1-RFP and observed replacement of GFP by RFP [17]. The discrepancy to the lack of displacement of endogenous H3 in our data could be attributed to differences in cell type and histone tested, given that H2B is more readily displaced compared to H3 [41, 42]. Either way, we could observe a clear loss of H3K9me3 in HEK293T cells and MSCs expressing either hPRM1 or hPRM2. Previous studies demonstrated that transient expression of human or murine protamine 1 in sheep fibroblasts also resulted in loss of H3K9me3 [17, 43]. Furthermore, we saw either a reduction or altered localization of H3K4me1 and H3K27Ac marks upon hPRM1 overexpression in MSCs, which might be attributed to the more open chromatin of MSCs as compared to HEK293T cells [44]. While it cannot be completely ruled out that the nuclear condensation might occlude antibody binding and result in a perceived reduction of histone modifications, pan H3 staining still showed H3 persistence in the nucleus. Previous studies have also demonstrated higher protamination and nuclear condensation in the presence of HDAC inhibitors such as trichostatin (TSA) [17, 43]. Hence, TSA might also enhance nuclear condensation upon protamine expression in somatic cells.

The DNA methylation pattern changes in a highly dynamic manner during cellular development and differentiation [36], and it has been shown that epigenetic crosstalk exists between different regulatory mechanisms [9, 10]. We therefore investigated whether nuclear reorganization with at least partial histone replacement could be reflected in the methylome. However, our results indicate that protamine expression does not evoke significant and directed changes in DNA methylation. In fact, previous studies that compared DNA methylation levels in different stages of mouse spermatogenesis saw a rather stable, highly methylated profile throughout spermatogenesis [45]. Thus, the extensive nuclear condensation upon protamination might render the DNA inaccessible to DNA methylating or demethylating enzymes, resulting in a relatively stable methylome.

It is well known that cessation of transcription occurs during spermiogenesis [1, 16]. However, it is not understood whether and to what extent the protamines directly contribute to this transcriptional stop. 

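In the deposited values, the estimated reads on genes were 43.9% lower in the libraries labelled hPRM1 and 79.7% lower in hPRM2 than in the empty vector. Reads on genes are only part of the total reads that the paper reports. The order of the protamines also differs, since the paper's total was lower for hPRM1 than for hPRM2. The number of genes above 0 was 2.60% lower in the libraries labelled hPRM1 (exact permutation test, two-sided, p = 0.6, n = 3) and 16.2% lower in hPRM2 (p = 0.2). For the libraries labelled hPRM1 this difference changed sign without empty vector replicate 2 (57.7 genes). Such counts can fall with fewer reads, and no count at equal reads was made. With a minimum of 0.1 RPKM the decreases were 5.78% (p = 0.3) and 15.3% (p = 0.2), and with a minimum of 1 RPKM, a count that the scaling of the libraries also affects, they were 23.7% (p = 0.1) and 14.0% (p = 0.2, the same exact permutation test throughout). RPKM values are scaled to the total of each library and do not measure the amount of RNA per cell. The number of reads in a library does not measure that amount either.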

Our results demonstrate that hPRM1 and hPRM2 expression severely impaired transcription, with a decline of 57.2% and 35% of the total transcripts, respectively. While the retained sequences showed similar distribution of exonic, intronic and intergenic regions for hPRM1, hPRM2 cells showed a significantly higher retention of intronic and intergenic sequences, which might point to different binding sites of these proteins. In fact, PRM2 is a zinc finger protein with a Cys2His2 motif [46] which may confer a DNA-binding and transcription regulation function distinct from PRM1 [47]. A report by Merges et al. revealed transcriptomic as well as proteomic differences of the testis of Prm1 knockout *versus* Prm2 knockout mice. Interestingly, gene set enrichment analysis showed enrichment of immune response genes in Prm1 -/-, but not Prm2 -/- mice, which is consistent with our results [48]. On the other hand, we observed clear down-regulation of ribosomal RNA genes upon hPRM1 overexpression, and these genes are associated with nucleoli that also showed enriched EGFP signal in fluorescence microscopy. Thus, it appears likely that PRM1 particularly binds to and condenses the nucleolar genomic regions [49] and thereby interferes more with ribosomal genes than the average silencing effect. 

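The deposited table lists 8 genes of ribosomal RNA, of which 3 were above 0 in any library. Library preparation from polyadenylated 3′ ends captures such transcripts poorly, and their near-identical copies could share reads. RNA5-8SN3, a 5.8S gene, had 24863, 29069 and 12300 RPKM in the empty vector and 705, 4016 and 3451 RPKM in the libraries labelled hPRM1, in which PRM1 was listed at 0. RNA5S12, a 5S gene, had 11050, 22062 and 20964 RPKM in the empty vector and 85.1, 119 and 0 RPKM in the libraries labelled hPRM1. In both genes every library labelled hPRM1 lay below every empty vector library. RNA5S9 was listed at 0 in all 6 of these libraries. The lower values in the libraries labelled hPRM1 do not tell an effect of hPRM1 apart from another origin of the RNA. In hPRM2, RNA5-8SN3 had 2621, 12544 and 16707 RPKM, and RNA5S12 rose to 684652, 3872570 and 3838258 RPKM, which was between 0.137% and 0.776% of the estimated reads.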

The binding of protamines in somatic cells in vitro, so far seems to only depend on the electrostatic affinity of the protamines to the DNA, which may be enhanced, for hPRM2 by the presence of zinc [2]. Our results point to a possible directed binding for hPRM1 to nucleoli, and further investigation, especially in the context of the nature of physical interactions of chromatin proteins in the nucleus [50], could shed light on the differences between the affinity and function of the two proteins.

Additionally, the cell cycle defects seen in hPRM1-transfected cells could be correlated with gene expression data that indicated reduction in the expression of cell cycle genes. While further investigation of changes in specific histone modifications would shed light on the mechanisms by which protamination may affect cell cycle, previous reports that suggest that H3K4 methylation and all histone acetylation increase in the S phase [51], are consistent with our observation that H3K27Ac and H3K4me1 decrease in protaminated HEK293T cells and could contribute to the cell cycle defects.

Taken together, protamines can alter chromatin structure and nuclear architecture even in somatic cells. Their property of nucleic acid binding and chromatin condensation lends them to potential applications in nanopharmaceuticals and drug targeting [21, 52]. Protamines are considered to bind to DNA in a sequence-independent manner using electrostatic interactions between the DNA and the arginine-rich protamines [1]. This may preclude genomic regions associated with closed chromatin from being accessible to protamine binding. Our results indicate that hPRM1 and hPRM2 may have different binding preferences. While both proteins lead to nuclear condensation, histone modification changes and severely impaired transcription independent of DNA methylation, particularly the overexpression of hPRM1 resulted in additional significant gene expression changes. It should be noted that the histone to protamine transition in human and mouse relies on a temporally regulated expression of both protamines, with protamine 2 expressed as a precursor, in a specific ratio [40]. While we have not explored this aspect of protamine incorporation in our study, further investigating these differences would not only elucidate the process of sperm protamination but also assist in the development of potential protamine-mediated applications.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The RNA-Seq and DNA methylation data has been submitted on GEO with the access GSE296730 and GSE297024 respectively.

# Supplementary material for: Protamine expression in somatic cells condenses chromatin and disrupts transcription without altering DNA methylation
**Source:** Epigenetics Chromatin. 2025 Oct 4;18:64. doi: 10.1186/s13072-025-00633-2
**Supplement:** Supplementary file 1 — Supplementary Material 1.

# Supplemental Information

**Protamine expression in somatic cells condenses chromatin and disrupts transcription without altering DNA methylation**

Deepika Puri, Alexandra Bott, Monica Varona Baranda, Esra Dursun Torlak, Gina Esther Merges, Hubert Schorle, Wolfgang Wagner

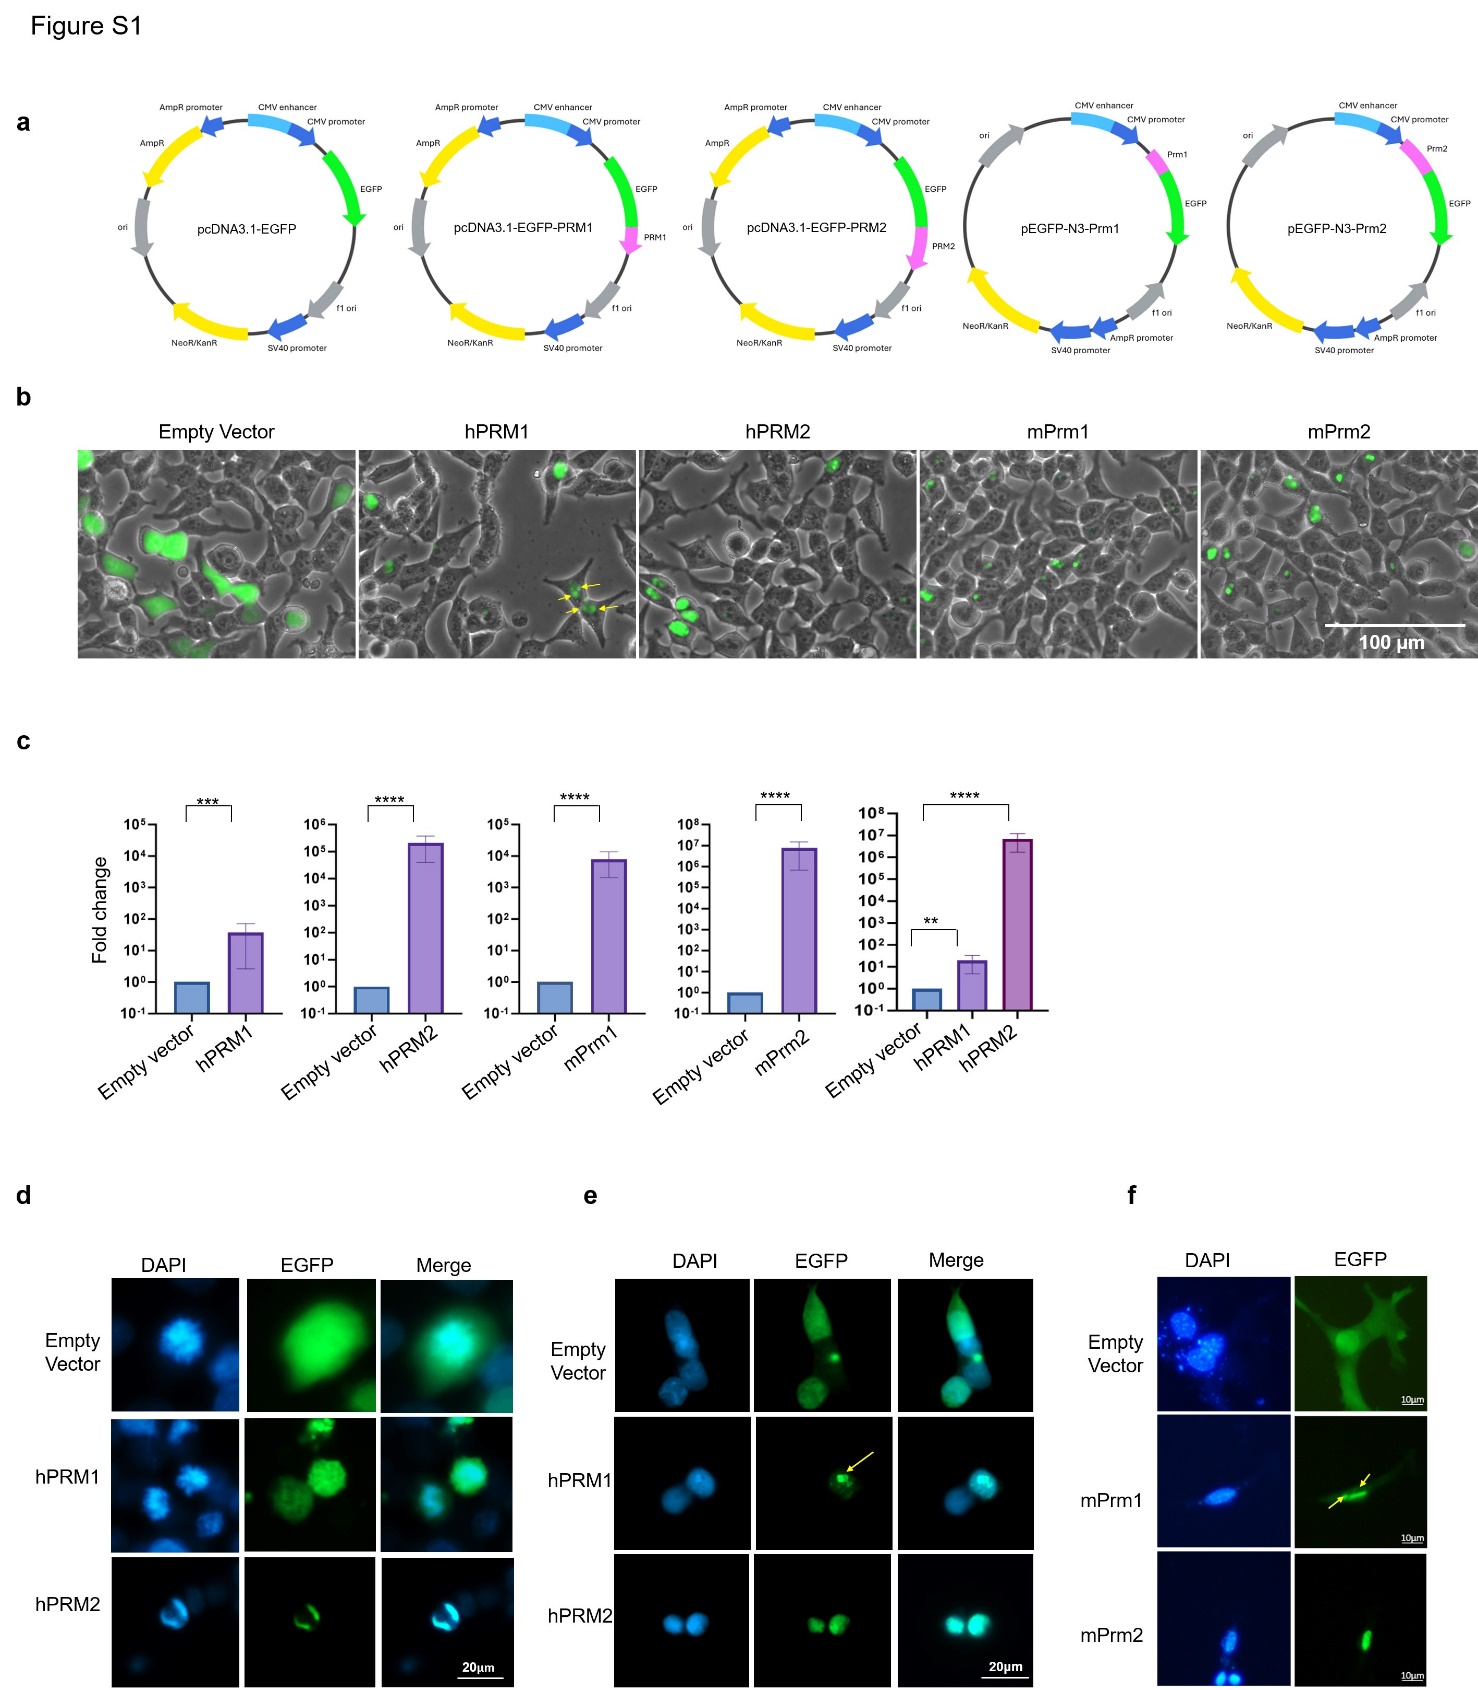
**Figure S1: Protamine overexpression and effects on somatic cells**

**a**) Schemes of plasmids used for the study. **b**) Brightfield images of HEK293T cells transfected with empty vector and human and murine protamines. The speckled localization of hPRM1 is indicated by arrows. **c**) qRT-PCR analysis in HEK293T cells transfected pEGFP-empty vector, hPRM1, hPRM2, mPrm1, mPrm2, and hPRM1+hPRM2 (n = 3; fold change normalized to empty vector samples; error bars indicate standard deviation). P-values were calculated using the Welch’s t-test and adjusted for multiple comparisons using the Benjamini-Hochberg method (**: p ≤ 0.001, ***: p ≤ 0.0001, ****: p ≤ 0.00001). **d**) Immunofluorescence analysis depicting EGFP signal on mitotic chromosomes in HEK293T cells transfected with hPRM1 and hPRM2. The EGFP signal is more diffuse and not confined to the chromosomes in control cells. Nuclei are stained with DAPI. **e**) Immunofuorescence analysis of HEK293T cells transfected with hPRM1 and hPRM2. Cells were imaged at 63x to depict the speckled localization of hPRM1, as highlighted by arrows. **f**) Immunofluorescence analysis of control and transfected MEF cells stained with DAPI. The speckled localization of hPRM1 is depicted by arrows.

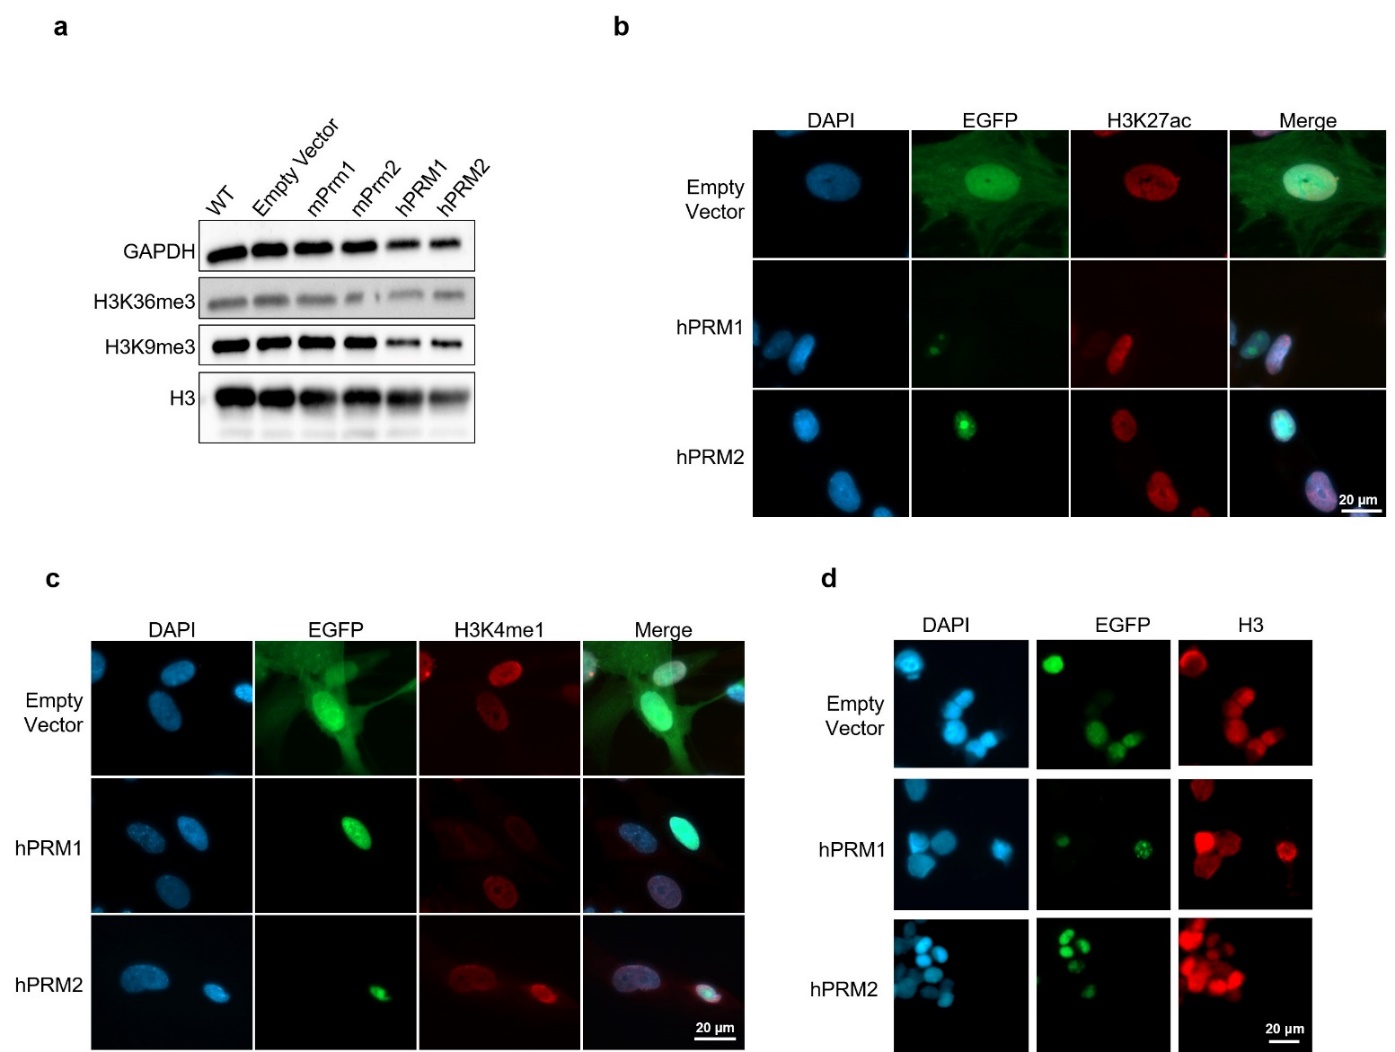

**Figure S2: Protamine overexpression displaces H3K4me1 and H3K27ac**

**a)** Western blot analysis for H3, H3K36me3 and H3K9me3 in control and transfected HEK293T cells. GAPDH is used as a loading control. **b-c**) Immunofluorescence analysis of MSCs transfected with control, hPRM1, or hPRM2 plasmids, stained with antibodies against H3K27ac (b) and H3K4me1 (c) and counterstained with DAPI. **d**) Immunofluorescence analysis of HEK293Tcells transfected with control, hPRM1, or hPRM2 plasmids, stained with an antibody against H3 and counterstained with DAPI.

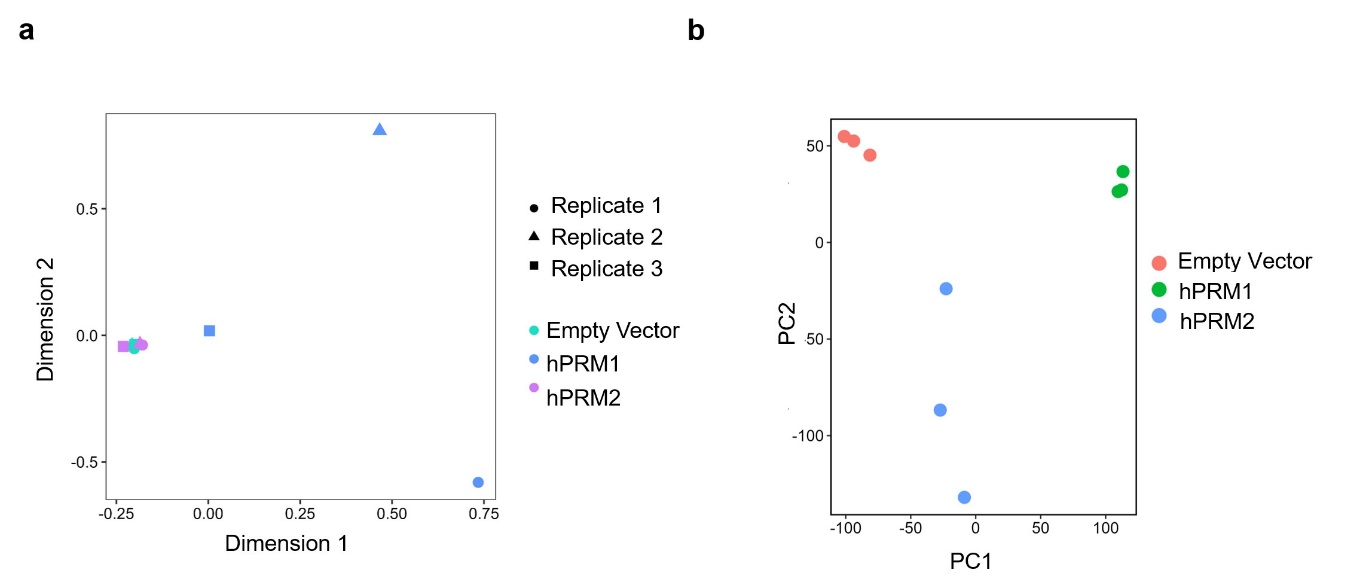
**Figure S3: Sample distribution of DNA methylation and RNA-sequencing**

a) MDS analysis of the top 10,000 differentially methylated regions in control, hPRM1 and hPRM2-transfected cells. Individual replicates are indicated. b) PC analysis of RNAseq from control, hPRM1 and hPRM2-transfected cells

**Table S1: Primers used for qRT-PCR**

| **Target gene** | **Primer Name** | **Direction** | **Sequence** |
| --- | --- | --- | --- |
| GAPDH | GAPDH F | Forward | GAAGGTGAAGGTCGGAGTC |
| GAPDH | GAPDH R | Reverse | GAAGATGGTGATGGGATTTC |
| PRM1 (human) | hPRM1f1 | Forward | ATCCACCAAACTCCTGCCTG |
| PRM1 (human) | hPRM1r1 | Reverse | ACAGGCGGCATTGTTCCTTA |
| PRM2 (human) | hPRM2f1 | Forward | CGTCGAGGTCTACGAGAGGA |
| PRM2 (human) | hPRM2r1 | Reverse | CCTGGTTCTGCAGCCTCTG |
| Prm1 (mouse) | mPrm1f1 | Forward | CCGCCGCTCATACACCATAA |
| Prm1 (mouse) | mPrm1r1 | Reverse | GTTTTTCATCGGACGGTGGC |
| Prm2 (mouse) | mPrm2f4 | Forward | TATGGGAGGACACACAGGGG |
| Prm2 (mouse) | mPrm2r4 | Reverse | CCTCCTTCGGGATCTTCTGC |

**Table S2: Antibodies used in this study**

| **Target** | **Host Species** | **Manufacturer** | **Catalog Number** | **Concentration for immunostaining** | **Concentration for Western blot** |
| --- | --- | --- | --- | --- | --- |
| **Primary Antibodies** | |  |  |  |  |
| H3K4me1 | Rabbit | Abcam | ab8895 | 0.5 µg/ml | 1:3000 |
| H3K9me3 | Rabbit | Abcam | ab8898 | 0.5 µg/ml | 1:2500 |
| H3K27ac | Rabbit | Abcam | ab4729 | 1 µg/ml | 1:3000 |
| H3 | Rabbit | Abcam | ab1791 | 0.5 µg/ml | 1:3000 |
| **Secondary Antibody** | |  |  |  |  |
| Goat anti Rabbit Alexa Fluor 594 | | Invitrogen | A11012 | 2 µg/ml |  |

**Table S3: Differential expression of cell cycle genes upon transfection with hPRM1 or hPRM2**

How the deposited data were processed for this re-analysis (not part of the article)

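RNA that the paper describes as from HEK293T cells was measured in 9 libraries, 3 each for the empty vector, hPRM1 and hPRM2, as labelled by the authors. The authors made the RPKM values by counting reads on genes with nf-core/rnaseq (Cutadapt, STAR and Salmon, versions not stated), removing mitochondrial genes and dividing each count by the total count of the library and by the gene length in kilobases. They deposited these RPKM values in a single table of 57338 genes, without counts, and replicates were not pooled. The text gives no genome build or annotation. Of the Ensembl identifiers, 98.6% had a symbol in the table of gene names used here, and 0 further columns of values for samples were left unused.

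The reads on genes per library were estimated from the RPKM values of genes with a single transcript in GENCODE 29, between 600 and 20000 bases long. The value that 1 read gives appears as a repeated lowest step once the length is known, and the steps lined up best with 250 bases subtracted from each length (2046 values in the peaks, against 331 with nothing subtracted). The estimates therefore assume these lengths and cover reads on genes only. The whole number of reads was not recovered for nearly all genes, so no test of counts was run. A value of 0 was read as at most 3 reads, and this limit covers counting error only.

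The libraries were compared in R 4.3.3 with limma 3.58.1 on log2(RPKM + 1). Genes with a value of at least 1 in at least 3 of the 6 libraries of a comparison were tested with lmFit and eBayes (trend and robust), with Benjamini-Hochberg adjustment over the genes tested. A call needed an adjusted p-value of at most 0.05 and a fold change of at least 2. Each protamine was compared with the empty vector in a fit of its own, without a replicate block. On simulated values for the real genes, 100% of 200 changed genes and 0.0815% of 11038 unchanged genes were called. Both simulated groups had the noise found between empty vector libraries, and only genes with higher values were changed, by at least 4-fold. These rates therefore do not carry over to hPRM2, whose spread was 2.45 times that of the empty vector, or to genes with low values. Gene lists of 5 functions named by the paper, 2 immune lists and lists of replication-dependent histone genes, immediate early genes and p53 target genes were tested with camera (correlation 0.01), with camera using an estimated correlation and with fry. Of the 10 lists, 7, 3 and 10 were called by these methods for the libraries labelled hPRM1, and 2, 0 and 2 for hPRM2. The phases of the paper's cell cycle table were tested with fry. Numbers of detected genes, reads and PRM2 levels were compared with two-sided exact permutation tests, whose smallest p is 0.1 with 3 libraries against 3. Other values were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1, and drawn with matplotlib 3.10.9.

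The sample mapping, the tests, the 10 gene lists, the rule for named genes and the alternatives were set before the data were examined, except where the text says otherwise. Alternatives were pseudocounts of 0.1 and 5, no filter or a minimum of 10, median-of-ratios rescaling, quantile normalization, a fit of all 9 libraries, a replicate block, leaving out each replicate, no fold threshold, and the per-gene test of the methods on RPKM and on log2 values. That per-gene test is a t-test whose form the methods do not state, and it was run with unequal variances unless said otherwise. Equal variances and a 4-fold threshold in that per-gene test were added after seeing the data. Named genes are PRM1, PRM2, the genes labelled in Fig. 4d, the gene with the largest absolute hPRM1 value of each phase in the paper's cell cycle table, and in each comparison the 5 largest rises and 5 largest falls among called genes with a symbol whose groups did not overlap. For 1119 genes whose level can depend on the person a sample comes from, no name is printed. Lists of marker genes for haemoglobin, erythroid cells, neutrophils and monocytes, lymphocytes, platelets, hepatocytes, skeletal muscle and HEK293T cells were written after the haemoglobin values had been seen and before the other markers were looked at. DNA methylation, imaging, flow cytometry, PCR, the genomic origin of reads and splice junctions were not analysed here.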

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

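The tests of a minor share of other RNA, of PRM1 in the libraries labelled hPRM1, of the library batch, of the fall of the median gene, of the short gene lengths and of the reads of hPRM2 replicate 1 were chosen only after the results were seen.

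Genes that the paper does not discuss lead the libraries labelled hPRM1. HBB had a mean of 818731.5 RPKM, HBA2 of 1221883.1, HBA1 of 146093.3, TYROBP of 2228 and RNU4-62P of 1646, while all 5 were at or near 0 in the empty vector (HBA2 was at most 18.0 and HBA1 at most 5.72). The lists of marker genes were higher in these libraries, with median log2 fold changes of 9.01 for 8 haemoglobin genes, 2.69 for 13 erythroid genes other than haemoglobin, 7.66 for 18 genes of neutrophils and monocytes, 4.44 for 20 lymphocyte genes, 2.56 for 7 platelet genes and 2.77 for 3 hepatocyte genes (camera, adjusted p at most 0.00135). With an estimated correlation, the platelet and hepatocyte lists lost their calls (adjusted p = 0.0716 and 0.0552). The 16 tested genes that mark HEK293T cells fell, with a median of -4.98 (adjusted p = 0.000446), and the 5 tested skeletal muscle genes had no call (median -1.29, adjusted p = 0.179). All 18 genes of neutrophils and monocytes and all 20 lymphocyte genes were above every empty vector library, and 1 gene of each list was also at 1 RPKM or more in all empty vector libraries.

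RNA of blood cells is a candidate source of these transcripts. It predicted that the markers of all 4 blood lineages would be higher, and 4 of 4 were. By mean RPKM, S100A9 ranked 29, S100A8 66, LYZ 130, PF4 143 and ALAS2 301 among 57338 genes. There were exceptions, since PPBP ranked 3069 at 8.07 to 17.9 RPKM, and HBD was between 0 and 0.786 RPKM. RNA of liver or muscle is argued against, because only 4 of 15 hepatocyte and 14 skeletal muscle genes were at 1 RPKM or more and above every empty vector library, and ALB and ACTA1 were listed at 0. SERPINA1 and HP, 2 of these 4, were named after their values were seen. A minor share of other RNA on top of unchanged HEK293T RNA is argued against by the median of -4.98, since it could lower such genes by at most 1 on the log2 scale. LIN28B and TUBB2B were listed at 0, and CKB had 6.97 to 10.7 RPKM against 2871 to 4609 in the empty vector. An effect of hPRM1 on HEK293T cells cannot be told apart from another origin of the RNA, because the highest PRM1 value in these libraries was 0 and a plasmid transcript whose 3′ end lies outside the annotated gene would also be listed at 0, although the paper reports PRM1 by qRT-PCR in transfected cells and PRM2 was above 0 in every hPRM2 library. A library batch cannot be told apart either, because 0 libraries of another condition carry numbers of the same series. A mislabelled sample or table column was not tested and stays open, as does the biological explanation that hPRM1 changes these genes.

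Most tested genes are lower in the libraries labelled hPRM1, and a few genes taking most of the reads could lower all others. This is argued against as the whole cause of the calls, because 3731 genes were still called lower after median-of-ratios rescaling. For the fall of the median gene by 1.72 it cannot be told apart from other causes, since rescaling centres the median by construction. The share of reads that HBA2 leaves to all others would change them by -0.56 on the log2 scale. HBB has no low values from which its reads could be counted, and with the lengths of its shortest (319 bases) and longest (754 bases) transcripts, HBA2 and HBB together would change all others by -0.68 to -1.91. The real grouping gave the most calls in 1 of the 10 splits of the 6 libraries, the other splits giving 0 called genes. For cell cycle phases it was also 1 of 10, with 5 phases called against 0. For the gene lists tested with camera, 7 of the 10 splits gave at least as many called lists, so the preset correlation calls lists in mixed groups as well (5 to 8 lists) and these calls alone do not set the real grouping apart.

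Short non-coding RNAs lead hPRM2. The mean was 29338.4 RPKM for RNA5SP530, 3862 for RNA5SP452, 1786 for RNA5S9 and 1258 for RNA5SP202, all listed at 0 in the empty vector. The number of 5S rRNA genes and pseudogenes above 0, of 493, was 8, 33 and 36 in hPRM2 replicates 1, 2 and 3 and 8, 5 and 2 in the empty vector. For RNA5SP452, RNA5S9 and RNA5SP202, very short gene lengths, which turn few reads into high RPKM, cannot be told apart from other causes. If the lowest value of the 5S gene RNA5S12 is 1 read, the values in hPRM2 replicates 1, 2 and 3 come to 45.3, 112 and 115 reads for RNA5SP530, 2.5, 14.5 and 17.5 for RNA5SP452, 0.50, 5.50 and 10.0 for RNA5S9, and 0.5, 7.01 and 3.00 for RNA5SP202. These genes held at most 0.00878% of the reads of a hPRM2 library (RNA5SP530 in replicate 2), as the lengths would require. A length is the same in every library, however, and does not by itself give the values of 0 in the empty vector. Few reads on a short gene are argued against for RNA5SP530, with 45.3 to 115 reads in hPRM2 and 0 in the deeper empty vector libraries. They are also argued against for RNA5S12, which held 0.137% to 0.776% of the reads in hPRM2 and 0.00221% to 0.00442% in the empty vector. Genomic DNA cannot be told apart from other causes. At most 4 of 847 olfactory receptor genes were above 0 in hPRM2 (2, 3 and 4), against 5, 7 and 6 in the empty vector and 1.89 to 4.60 expected from empty vector libraries thinned to the same reads, but how many such genes DNA would bring in a library primed at A stretches is not known, and the fewer exonic reads that the paper reports for hPRM2 would go with it. Reads shared between near-identical copies stay open, and values of 0.5 reads would need such sharing. Differences in RNA quality and an effect of hPRM2 were not tested and stay open.

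The lymphocyte list was also higher in hPRM2, with a median of 3.03 over 3 tested genes (camera, adjusted p = 0.000931, and 0.215 with an estimated correlation). Among them, and named after their values were seen, are LCK (70.6, 45.3 and 33.3 RPKM, against 0 to 3.03 in the empty vector) and CCL5 (149, 594 and 452, against 32.4 to 51.7). CD3E and NKG7 were listed at 0 in all hPRM2 libraries, as were S100A9 and LYZ, which the RNA of blood cells that fitted 4 lineages in the libraries labelled hPRM1 would bring. No biological explanation of this rise was tested.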

How the results depend on the processing

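The equal-variance forms and the 4-fold threshold of the paper's per-gene test were chosen after seeing the data; all other alternatives were planned. Of the values of comparisons and counts under an alternative, 358 kept their direction and their side of the threshold (or stayed within 1.5 times the count), 71 counts or ratios moved, 30 were weaker, 1 was stronger and 5 were reversed. Of those of single named genes, 465 were the same, 23 weaker, 10 stronger and 12 reversed. Unless an alternative's construction is named, the cause was not tested.

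In the libraries labelled hPRM1, 8491 genes were lower and 1750 higher. With a minimum of 10 RPKM, which leaves 6983 genes to test, 4970 were lower and 867 higher. With a pseudocount of 5, 1152 were higher. Median-of-ratios rescaling gave 3731 lower and 4227 higher genes, and quantile normalization gave 4388 and 3475. The paper's per-gene test gave 1856 lower and 380 higher genes on RPKM, and 1601 and 336 with a 4-fold threshold. On log2 values with a 4-fold threshold it gave 5108 and 935, and with equal variances as well 5622 and 1087. The 6 fits that each left out a replicate gave 5606 to 8478 lower and 664 to 1816 higher genes. The counts of higher genes were 664 to 734 without a library labelled hPRM1 and at least 1730 without an empty vector library.

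For hPRM2, 180 genes were lower and 179 higher. A pseudocount of 5 gave 101 lower genes, no filter gave 17 lower and 72 higher, and a minimum of 10 RPKM gave 44 lower. Median-of-ratios rescaling gave 83 lower genes, and quantile normalization gave 70 lower and 342 higher. A fit of all 9 libraries gave 1618 lower and 507 higher genes. The paper's per-gene test gave 0 and 0 on RPKM (2642 genes at an unadjusted p under 0.05) and on log2 values (2404 genes), also with a 4-fold threshold. With equal variances it gave 64 lower and 9 higher genes on RPKM (52 and 8 at 4-fold), and on log2 values 69 higher (72 lower and 60 higher at 4-fold). Leaving out a replicate gave 0 to 1577 lower and 5 to 680 higher genes. The highest counts, 1577 and 680, came without hPRM2 replicate 1, and the 0 came without an empty vector library, where 1455 to 1618 genes had an unadjusted p under 0.05.

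The groups share replicate numbers, but same-numbered libraries did not deviate together. The correlations of their deviations from the group means were -0.0062, 0.0277 and -0.0237 for hPRM1 and the empty vector and -0.0195, 0.0795 and -0.0783 for hPRM2 and the empty vector. With the replicate number as a block, 8551 genes were lower and 1783 higher in the libraries labelled hPRM1, and 8 were lower and 49 higher in hPRM2. The medians of the hPRM2 cell cycle genes did not change in the replicate block, -0.78 for all, -0.98 for G1-S, -1.09 for S, -1.01 for G2 and -0.44 for M genes, but the adjusted p-values rose to between 0.0612 and 0.0744. Of the named hPRM2 genes, MTATP8P1 and RN7SL689P lost their calls in the block (adjusted p = 0.0878 and 0.0519).

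With an estimated correlation in camera, 4 lists in the libraries labelled hPRM1 lost their calls at unchanged medians, the cytosolic ribosomal protein (-3.32, adjusted p = 0.123), nucleolar (-3.02, 0.154), spliceosome (-2.55, 0.219) and ATP synthase genes (-4.23, 0.123). The number of lists called for hPRM2, 2, fell to 0 with an estimated correlation and to 1 with quantile normalization. Each cell cycle phase was also tested with camera, which compares it with other genes. The G1 genes of the libraries labelled hPRM1 then lost their call (-2.49, adjusted p = 0.255), as did all hPRM2 phases called by fry (all genes -0.78, G1-S -0.98, S -1.09 and G2 -1.01), and the hPRM2 G1 (-0.38) and M genes (-0.44) turned upward relative to other genes.

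For hPRM2, the medians reversed after median-of-ratios rescaling to 0.14 for G1 and 0.0442 for M genes, and the G1-S genes were weaker at -0.43. With quantile normalization, all cell cycle genes (-0.37), S (-0.58) and M genes (-0.12) were weaker, and with a minimum of 10 RPKM the M genes were (-0.38). Leaving out a replicate gave -0.67 to -0.0592 for G1 genes, which were called without hPRM2 replicate 1 (-0.67), -1.25 to -0.73 for S genes, which lost their call without empty vector replicate 1 (-1.18) or 2 (-0.92), and -0.61 to -0.32 for M genes, which kept it only without hPRM2 replicate 1. The median for all cell cycle genes in the libraries labelled hPRM1 was called in all 15 alternatives, from -3.72 to -1.42. The difference of S and G2 genes from other cell cycle genes there was weaker with a pseudocount of 5 (-0.67), and ranged from -1.26 to -0.98 with a replicate left out, with p above 0.05 without any empty vector replicate (-1.10, -0.99 and -1.01).

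The difference in detected genes between the libraries labelled hPRM1 and the empty vector ranged from -932.8 to 57.7 with a replicate left out, and changed sign only without empty vector replicate 2. The replicate spread in the libraries labelled hPRM1 over that of the empty vector, 0.731, was 0.973 with a pseudocount of 0.1, 0.557 with 5, 0.939 with a minimum of 10 RPKM, 1.08 after median-of-ratios rescaling, 0.896 after quantile normalization, 1.07 as a coefficient of variation, and 0.503 to 1.17 with a replicate left out. The ratio for hPRM2, 2.45, ranged from 1.16 without hPRM2 replicate 1 to 3.93 without empty vector replicate 3. With a replicate left out, both ratios set 2 libraries against 3, and a median standard deviation over 2 runs lower. Part of these ranges therefore comes from the number of libraries.

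Among named genes, DNMT3A in the libraries labelled hPRM1 ranged from -0.18 to 0.50 with a replicate left out, and reversed without empty vector replicate 1 (-0.18) and without hPRM1 replicate 2 (-0.00962). TET3 reversed to 0.71 there with quantile normalization. In hPRM2, quantile normalization reversed DNMT3A (0.44), TET2 (0.28), TET3 (0.83) and ESPL1 (0.0173), and median-of-ratios rescaling reversed CCNA2 (0.0618). With a replicate left out, TET3 ranged from -0.58 to 0.0604 and reversed without hPRM2 replicate 2 (0.0604) or 3 (0.0213). CDKN2A ranged from -0.16 to 0.80 and ESPL1 from -1.53 to 0.00585, and both reversed without hPRM2 replicate 1. None of these reversed values had an adjusted p of at most 0.05, except TET3 in the libraries labelled hPRM1 with quantile normalization (0.0275).

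DESeq2 and edgeR, planned only for counts or recovered whole reads, were not run, because the values are RPKM and whole reads were not recovered for nearly all genes. The low depth of hPRM2 limits its genes with low values, where a value of 0 allows up to 2.36 CPM (RPKM without the gene length) in replicate 2.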

Differences from the paper's values

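The paper gives 336 genes higher and 1601 genes lower for hPRM1, and limma gave 1750 higher and 8491 lower genes in the libraries labelled hPRM1. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's counts. It was the per-gene t-test of the paper's methods, run with unequal variances on the deposited values, with 380 higher and 1856 lower genes. The others did not come that close, giving 664 to 4227 higher and 3731 to 8917 lower genes. With a 4-fold in place of the 2-fold threshold of Fig. 4d, e, the same per-gene test gave 336 higher and 1601 lower genes, the paper's counts, but this threshold was chosen after seeing the values, among 6 settings added then. The other 5 did not reach both counts.

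The paper reports no differential expression for hPRM2, whereas limma called 180 lower and 179 higher genes. The per-gene test of the methods, run with unequal variances, gave 0 lower and 0 higher genes, with 2642 genes at an unadjusted p under 0.05.

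On the scale of a log2 ratio of mean RPKM, the values of the paper's cell cycle table matched within 0.01 for 115 of 123 genes for hPRM1 and 120 of 123 genes for hPRM2. The paper's table gives 0 for the other 8 and 3 genes, in which a group was listed at 0. For hPRM1 these are MCM4, BUB1, TTK and CDC25C, with 31.2, 18.2, 21.2 and 43.7 RPKM in the empty vector and 0 in the libraries labelled hPRM1, and CCNA1, CCNB3, WEE2 and PTTG2, all below 1 RPKM. For hPRM2 they are SMC1B, WEE2 and PTTG2. These genes were named after their values were seen.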

Other observations

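The test of the reads of hPRM2 replicate 1 was chosen only after the result was seen; the splits of the libraries were planned.

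hPRM2 replicate 1 had the fewest genes above 0, 9652, against 14353 and 15633 in replicates 2 and 3. Fewer reads are argued against as the cause, because its estimate of 2650000 reads on genes was the highest of the group, against 1270000 and 1610000. No biological explanation was tested, and differences in RNA quality or in the number of sorted cells stay open.

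In hPRM2, the real grouping gave the most called genes in 1 of 10 splits of the 6 libraries, with 359 genes against 0 to 5 in the others. It gave the most called cell cycle phases in 1 of 10, with 4 against 0. For gene lists tested with camera, 10 of 10 splits gave at least as many as the 2 called. Between the libraries labelled hPRM1 and hPRM2, the real grouping gave the most called phases in 1 of 10, with 5 against 0. With 10 splits, the share is never under 0.1.

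Gene lists that the paper does not discuss had no call with camera in the libraries labelled hPRM1, in which PRM1 was listed at 0. The medians were -1.80 for replication-dependent histone genes (adjusted p = 0.933), -0.34 for immediate early genes (adjusted p = 0.0985) and -1.55 for p53 target genes (adjusted p = 0.596), against -1.72 over all tested genes. In hPRM2, the medians of these lists were -0.42, -0.46 and -0.98 (camera, adjusted p = 0.419, 0.773 and 0.488), and fry called the immediate early and p53 target genes (adjusted p = 0.0113 for both). Of the cell type lists in hPRM2, camera called only the lymphocyte list (median 3.03 over 3 genes) and not the other 6 tested, with medians of -0.54 for haemoglobin, -1.41 for erythroid, -0.42 for neutrophil and monocyte, -0.76 for platelet, -0.73 for HEK293T and -1.71 for skeletal muscle genes (adjusted p at least 0.786).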
